# Identification and characterization of maize microRNAs involved in the very early stage of seed germination

**DOI:** 10.1186/1471-2164-12-154

**Published:** 2011-03-18

**Authors:** Liwen Wang, Huaihua Liu, Detao Li, Huabang Chen

## Abstract

**Background:**

MicroRNAs (miRNAs) are a new class of endogenous small RNAs that play essential regulatory roles in plant growth, development and stress response. Extensive studies of miRNAs have been performed in model plants such as rice, *Arabidopsis thaliana *and other plants. However, the number of miRNAs discovered in maize is relatively low and little is known about miRNAs involved in the very early stage during seed germination.

**Results:**

In this study, a small RNA library from maize seed 24 hours after imbibition was sequenced by the Solexa technology. A total of 11,338,273 reads were obtained. 1,047,447 total reads representing 431 unique sRNAs matched to known maize miRNAs. Further analysis confirmed the authenticity of 115 known miRNAs belonging to 24 miRNA families and the discovery of 167 novel miRNAs in maize. Both the known and the novel miRNAs were confirmed by sequencing of a second small RNA library constructed the same way as the one used in the first sequencing. We also found 10 miRNAs that had not been reported in maize, but had been reported in other plant species. All novel sequences had not been earlier described in other plant species. In addition, seven miRNA* sequences were also obtained. Putative targets for 106 novel miRNAs were successfully predicted. Our results indicated that miRNA-mediated gene expression regulation is present in maize imbibed seed.

**Conclusions:**

This study led to the confirmation of the authenticity of 115 known miRNAs and the discovery of 167 novel miRNAs in maize. Identification of novel miRNAs resulted in significant enrichment of the repertoire of maize miRNAs and provided insights into miRNA regulation of genes expressed in imbibed seed.

## Background

In recent years, the discovery of numerous small RNAs has a great deal of interest in post-transcriptional gene expression regulation during development and other biological processes. Small RNAs (sRNA) include several kinds of short non-coding RNAs, such as microRNA (miRNA), small interfering RNA (siRNA), and Piwi-associated RNA (piRNA), which all regulate gene expression at the post-transcriptional level. The sRNA content of plant cells is surprisingly complex, suggesting an extensive regulatory role for these molecules [1]. The best-characterized class of plant sRNAs is miRNAs [2]. Typically, miRNAs are approximately 22 nucleotide small-RNA sequences that play key roles in many diverse biological processes, including development, viral defense, metabolism and apoptosis [3].

MicroRNAs (miRNAs) are generated from precursor RNA (pre-miRNA) with hairpin structures by DICER-LIKE 1 (DCL1) [4]. DCL1 trims the hairpin structure (pre-miRNA), and then a further cleavage by the same enzyme releases the miRNA/miRNA* duplex [5]. This duplex has a 2-nt 3-overhang at each side and contains a few mismatches [6]. One of the strands of the generated miRNA/miRNA* duplex is incorporated into the RNA-induced silencing complex (RISC). This strand is usually the mature miRNA strand and the miRNA* strand gets degraded, although in some cases the miRNA* strand also accumulates at a lower level [6]. The incorporated mature miRNA guides RISC to mRNAs containing a target site and RISC down-regulates the expression of the mRNA. The 'seed' region located at miRNA nucleotides 2-8 is the most important sequence for interaction with mRNA targets [7]. In plants the target site shows near perfect complementarity to the miRNA sequence, and as a consequence most target mRNAs are cleaved by RISC, although there are examples where the translation of the mRNA is suppressed without a cleavage [8].

MicroRNAs' regulatory role has been exemplified by the critical regulatory behavior of miRNAs at key positions in a variety of pathways, such as root [9], shoot [10], leaf [11], flower development [12] and cell fate [13]. Additionally, they also include responses to phytohormones [14], nutrient [15] and other environmental stresses [16-18]. Furthermore, the targets of several miRNAs are genes that play important roles in stress tolerance, including the gene encoding Cu/Zn SOD [19]. MiR393 targets auxin receptor genes, such as TIR1, AFB2 and AFB3, which lower auxin signals and inhibit the pathogen P. *syringae *[20]. MiRNAs are also induced by pathogens, which suggests miRNAs are involved in plant-microorganism interactions such as symbiosis events with legumes and rhizobia bacteria [21,22]. Increasing evidence demonstrates that miRNAs might provide a novel platform to better understand plant development and resistance to biotic as well as abiotic stresses.

Currently, 14,197 mature miRNAs have been discovered and deposited in the public available miRNA database miRBase (Release 15.0, April 2010) [23]. These miRNAs include 2,566 miRNAs from 37 plant species. The study of small RNAs in maize has been reported but compared with other crops such as rice the number of maize miRNAs identified so far is relatively small [24]. The number of maize miRNAs is even smaller than that of *Arabidopsis *though maize genome size is much larger than that of *Arabidopsis*. To date, there are 170 maize miRNAs, 447 rice miRNAs and 199 *Arabidopsis *miRNAs in miRBase. The identification of a near complete set of small RNAs in any organism is of fundamental importance to understanding small RNA-mediated gene regulations and the diversity of small RNAs. It lays the necessary foundation for unavailing the complex small RNA-mediated regulatory networks. Maize is an obvious choice for high-throughput small RNA sequencing, because of its worldwide agricultural importance, besides being a C4 plant with a sequenced genome.

The most challenging problem in understanding plant miRNAs is to identify more novel miRNAs. Three major approaches have been used for miRNA discovery in plants: forward genetics, bioinformatics prediction as well as direct cloning and sequencing. Only a few miRNAs were identified by forward genetic studies and predicting species-specific miRNAs using bioinformatics method was difficult [25,26]. Thus, direct cloning and sequencing is the most effective method for plant miRNA discovery. Recently, the deep sequencing technology has revolutionized small RNA discovery and more and more miRNAs have been identified. This study leads to the confirmation of the authenticity of 115 known miRNAs and the discovery of 167 novel ones in maize. Identification of novel miRNAs results in significant enrichment of the repertoire of maize miRNAs and provides insights into miRNA regulation of genes expressed in imbibed seed.

## Results and Discussion

### Deep sequencing of maize short RNAs

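Small RNA was sequenced from embryos cut out of maize seeds that had been imbibed at 25°C for 24 hours. The deposited data are 2 libraries of this 1 condition, labelled F1 and P1. Each library is a list of distinct small RNA tags with the number of reads counted for each tag, without normalization. According to the paper, the authors removed low quality reads and adapters, kept 18 to 30 nt and deposited the filtered data. Both lists hold the same number of tags, sorted by reads. The tags of F1 sum to 4563103 reads and those of P1 to 4486742 reads. The lowest listed count was 11 reads in F1 and 12 reads in P1, so a tag that is not listed cannot be taken as a tag with 0 reads. Such a tag had at most 11 reads in F1 or 12 reads in P1 if the lists are complete down to their lowest count. The reads listed for F1 were 46.9% of the reads of 18 to 30 nt and 66.4% of the reads without singletons that the paper reports for its library. The numbers in the names of 4 tags that the paper prints (t0002967, t0004555, t0053880 and t0062267) equal the ranks of these tags in F1. The chi-square statistic of the reads over the tags in both lists was 2.96 per degree of freedom, so the libraries differed by more than the sampling noise and were treated as 2 separate libraries. Mature sequences printed in Additional files 2, 3 and 4 were matched to the tags exactly, and a miRNA was given the reads of its tag. For conserved miRNAs the Methods of the paper ask for a perfect match of mature and precursor sequences in one place and allow up to 2 mismatches, with gaps counted, in another. A match within 2 edits was added as an alternative only after seeing the data. Members with the same mature sequence therefore share 1 value. The alternative fixed in advance counted every tag whose ends lay within 2 nt of both ends of a mature sequence. With 1 condition and 2 libraries no groups could be compared. Tests on reads compare these libraries only, and intervals cover counting error only, since reads amplified by PCR are not independent molecules.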

In order to identify the miRNAs involved in the very early stage of seed germination, a small RNA library from maize seed 24 hours after imbibition was sequenced by the Solexa technology. A total of 11,338,273 reads were obtained. After removing the low quality sequences and adapter sequences, 9,731,557 reads were obtained with 18-30nt in length (Additional file 1). We then further removed sequences that were read only once and 6,870,535 reads remained. Next, all Solexa reads were aligned against the Maize B73 RefGen_v2 (release 5a.57 in May, 2010) using SOAP and 5,791,874 reads were perfectly matched to the maize genome [27], representing 84.3% of the total reads. Around 5.08% of the distinct reads matched noncoding RNAs including rRNAs (2.81%), tRNAs (0.34%), snRNAs (0.06%), siRNAs (1.82%) and snoRNAs (0.05%), which accounted for 16.11% of the total reads (Table 1). All the sequences excluding noncoding RNAs were then regarded as miRNAs for further analysis.

**Table 1:** Summary of read signatures that match various RNAs

Locus class	Distinct signatures	Total signatures
Nonprotein-coding RNAs		
snoRNA	387(0.05%)	6695(0.10%)
snRNA	465(0.06%)	5567(0.08%)
tRNA	2596(0.34%)	195000(2.84%)
rRNA	21675(2.81%)	701447(10.21%)
siRNA	14026(1.82%)	198156(2.88%)
Small RNA matching protein-coding genes		
exon_antisense	17284(2.24%)	116288(1.69%)
exon_sense	30111(3.91%)	265100(3.86%)
intron_antisense	33978(4.41%)	274188(3.99%)
intron_sense	93438(12.12%)	825860(12.02%)
miRNAs		
Known	431(0.06%)	1047447(15.25%)
Novel	1068(0.14%)	49333(0.72%)
Other smallRNAs	555208(72.04%)	3185454(46.36%)
Total	770667	6870535

In maize, the size of the small RNAs was not evenly distributed. Among these sequences shown in Figure 1, the number of 24nt sequences was significantly greater than other sequences and accounted for 33.43% of the total reads. This result was consistent with that of *Medicago truncatula *[28], rice [29], peanut [30] and *Arabidopsis *[31]. However, the size distribution differed from wheat and conifer miRNAs obtained through 454 high-throughput sequencing [29,32] and Chinese yew sequences obtained through Solexa technology [33]. 

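In the listed tags, 24-nt tags carried 609693 reads in F1 and 729621 reads in P1. This was 13.4% of the listed reads in F1 (95% Wilson interval 13.3% to 13.4%) and 16.3% in P1 (95% Wilson interval 16.2% to 16.3%), a mean of 14.8% ± 2.05 (SD, n = 2 libraries). When each distinct tag was counted once, the 24-nt tags rose to 31.3% of the tags in F1 (20545 tags) and 34.8% in P1 (22804 tags). The lists hold only the tags with the most reads of each library, and tags with fewer reads than the lowest listed count do not enter these shares. The paper reasons from the length distribution of its full library (Fig. 1) that the size of maize small RNAs was not evenly distributed.

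**Figure D1:**
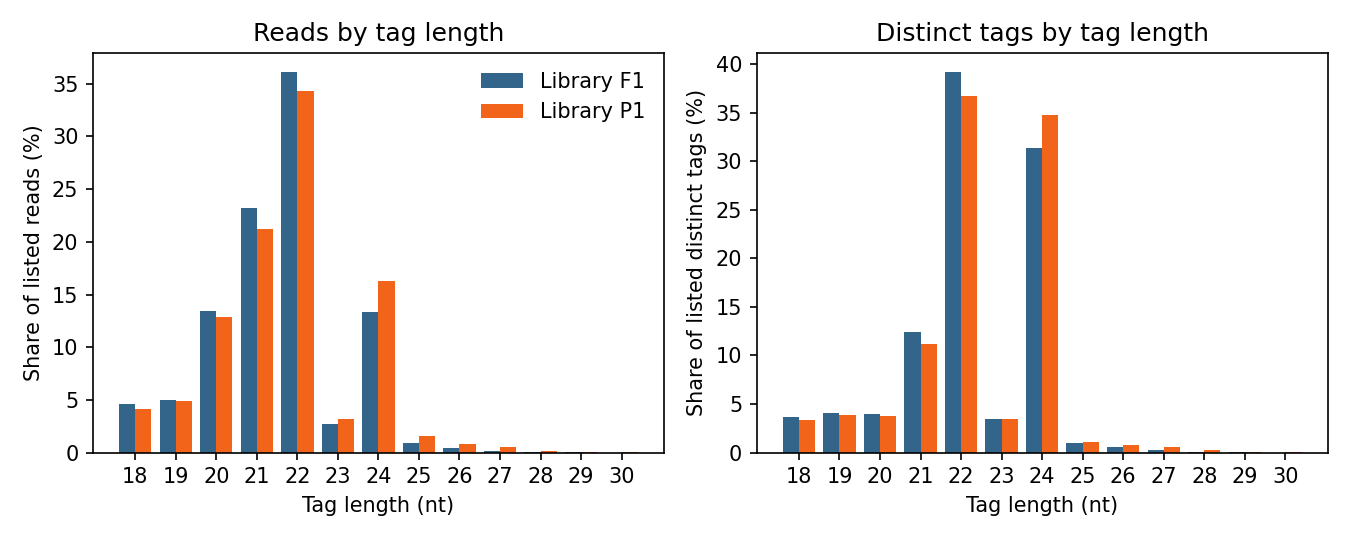
Share of the listed reads (left) and of the listed distinct tags (right) in % by tag length in nt, with a bar for each of the libraries F1 and P1. By reads, 24-nt tags made up 13.4% in F1 and 16.3% in P1. By distinct tags they made up 31.3% and 34.8%.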

In conifer, the fraction of 24nt microRNAs was very small (2.6%) due to the lack of DCL3, the enzyme that matured 24nt RNAs in angiosperms [29,34]. The next larger fractions were the 22nt (22.20%), 21nt (14.29%) and 20nt (7.87%) fractions, representing the typical length of plant mature miRNAs. 

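Tags of 22 nt carried 36.1% of the listed reads in F1 (1647957 reads) and 34.4% in P1 (1541712 reads). They were the largest length class by reads in both lists. The 21-nt tags carried 23.3% and 21.2%, and the 20-nt tags 13.4% and 12.9%, in F1 and P1 respectively. Across the libraries the means were 35.2% ± 1.24 for 22 nt, 22.2% ± 1.45 for 21 nt and 13.1% ± 0.353 for 20 nt (SD, n = 2), so the order of these 3 classes was larger than the spread between the libraries. By distinct tags, 22 nt was also the largest class, with 25689 tags in F1 and 24088 tags in P1. The 22-nt reads listed for F1 alone correspond to 24.0% of the reads without singletons of the paper's library. The paper gives a lower share for 22 nt. A part cannot exceed the whole, so if F1 is that library, the paper's share rests on another base. The 2 shares are therefore not comparable.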

Intriguingly, the fraction of 23nt miRNAs was very small (3.5%) compared to those of 21, 22 and 24nt fractions. 

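Tags of 23 nt carried 2.73% of the listed reads in F1 (124409 reads) and 3.15% in P1 (141364 reads), a mean of 2.94% ± 0.300 (SD, n = 2). The lowest of the neighbouring classes in either library, the 24-nt class of F1, was larger by more than the spread between the libraries. By distinct tags the 23-nt class held 3.44% of the list in F1 and 3.47% in P1.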

The same phenomenon was also observed in peanut [30], cotton [35] and *Medicago truncatula *[28]. 

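The reads of the tags with known maize mature sequences were summed by family in both libraries. With tags within 2 nt of both ends of a mature sequence, miR156 had 414208 reads in F1 and 361122 reads in P1. At the other end, miR160 had 33 and 43 reads and miR394 26 and 30 reads. Families of intermediate abundance were miR168 with 83168 and 71065 reads and miR396 with 293 and 264 reads. Further families were miR169 with 3209 and 2734 reads, miR319 with 1277 and 1204 reads and miR393 with 61 and 73 reads. By exact match miR319 had 94 and 83 reads, miR169 had 1620 and 1289 reads and miR396 had 54 and 55 reads. No exact match was listed for miR393.

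**Figure D2:**
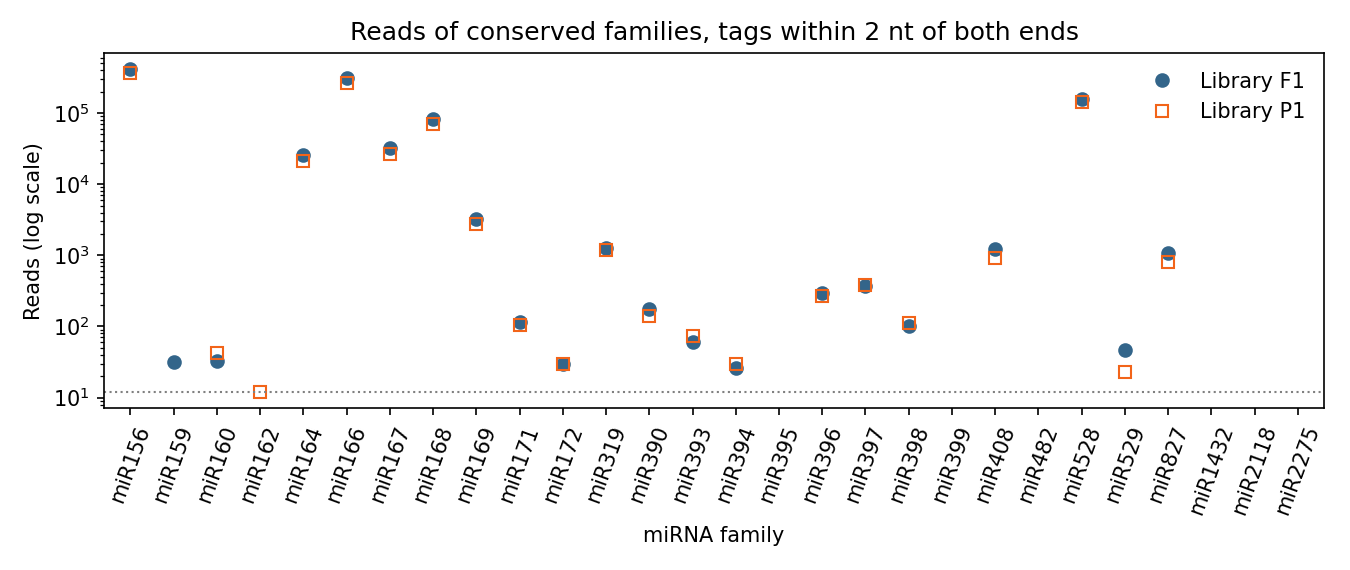
Reads of each conserved miRNA family on a log axis, for tags within 2 nt of both ends of a mature sequence, in the libraries F1 (filled circles) and P1 (open squares). The dotted line marks 12 reads, the lowest count listed in P1, and a family without a symbol had no listed tag. The families with symbols run from 12 reads for miR162 in P1 to 414208 reads for miR156 in F1.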

As shown in figure 2, the abundance of miRNAs in our dataset varied drastically. 

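The tag with the most reads in both libraries was TGACAGAAGAGAGTGAGCAC, the mature sequence of zma-miR156a, with 372130 reads in F1 and 330457 in P1. Of the tags in the lists, 54 in F1 had the lowest listed count of 11 reads and 3724 in P1 had the lowest listed count of 12 reads.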

Some were sequenced only a few times, whereas others were present thousands of times, indicating many physiological and biochemical processes are being carried out and maize seed contains a large and diverse small RNA population at the very early stage of seed germination.

**Figure 1:**
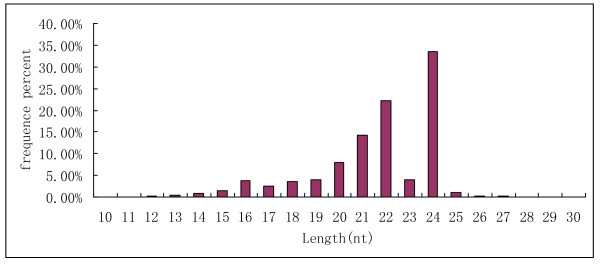
**Length distribution and abundance of the sequence**.

**Figure 2:**
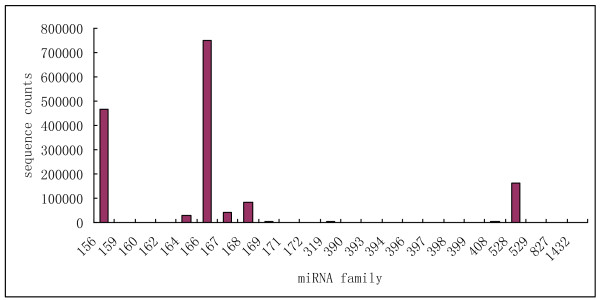
**Abundance of conserved miRNAs sequences in maize small RNA libraries**.

### Identification of conserved maize miRNAs

Conserved miRNA families are found in many plant species and have important functions in plant development. To identify conserved miRNAs in our dataset, all small RNA sequences were Blastn searched against the known maize mature miRNAs and their precursors in the miRNA database miRBase. There are currently 28 families containing 170 known miRNAs in miRBase. Blastn searches showed that 1,047,447 total reads representing 431 unique sRNAs matched to known maize miRNAs. 

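Exact matches to the 81 distinct mature sequences of the 170 known maize miRNAs in Additional file 2 were found for 28 tags in F1, with 927477 reads, and for 27 tags in P1, with 807307 reads. These reads were 20.3% of the listed reads in F1 and 18.0% in P1. The alternative that moved these totals most among those fixed in advance counted tags within 2 nt of both ends of a mature sequence. It gave 135 tags with 1028425 reads in F1 and 124 tags with 891293 reads in P1. Tags within 2 edits of a mature sequence, which is one of the limits in the Methods of the paper, were added as an alternative after seeing the data. They numbered 371 with 1045977 reads in F1 and 335 with 908198 reads in P1.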

Further analysis identified a total of 115 conserved miRNAs that belong to 24 miRNA families (Additional file 2). 

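By exact match, 86 of the 170 members of Additional file 2 had their mature sequence listed in F1 and 81 in P1. They fell into 19 of its 28 families in F1 and 18 in P1, with families formed by the number in the miRNA name. Counting also the tags within 2 nt of both ends, 96 members in 21 families were found in F1 and 94 members in 21 families in P1. Members of low abundance can be missing from these lists, since a tag with fewer reads than the lowest listed count was not included. Some missing members have more reads than that in Additional file 2, and the cause was not tested. It gives 118 reads each for zma-miR171b and zma-miR171f and 44 for zma-miR171l. No tag within 2 nt of both ends of these sequences was listed in F1 or P1. The listed tag of zma-miR171d, TGATTGAGCCGTGCCAATATC, overlaps zma-miR171b and zma-miR171f but starts more than 2 nt before them. It had 115 reads in F1 and 105 in P1. The listed tag TTGAGCCGCGTCAATATCTCC, with 169 and 199 reads, overlaps zma-miR171l but starts more than 2 nt after it. Whether the paper counted such tags for these members was not tested. No tag within 2 nt of the ends was listed for miR1432 or miR399 in either library.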

The identified miRNA families have been shown conserved in a variety of plant species. For example, miR156/157, miR159/319, miR166, miR169, and miR394 have been found in 51, 45, 41, 40 and 40 plant species, respectively [36-38]. Maize miRNA families displayed significantly varied abundance from each other. This varied abundance of the miRNA families suggested that miRNA genes would be differentially transcribed at this very early stage of seed germination. For example, the majority of maize miRNAs were only sequenced less than 1,000 times, and some rare miRNAs were detected less than 10 times, whereas zma-miR167a, zma-miR166a, and zma-miR156a were detected 27,634, 300,503 and 374,492 times respectively (Additional file 2). 

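By exact match, miR156 had 374013 reads in F1 and 331753 in P1, and miR166 had 268299 and 226783, followed by miR528. The families miR168, with 81852 and 69866 reads, and miR167, with 29379 and 24319 reads, followed. In contrast, miR390 had 175 and 139 reads and miR171 had 115 and 105 reads. The order of the 5 most abundant families was the same in both libraries. The paper reasons that the varied abundance may reflect different transcription of the miRNA genes at this stage.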

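The mature sequence of zma-miR167a, TGAAGCTGCCAGCATGATCTA, was read 26479 times in F1 and 22165 times in P1. The mature sequence of zma-miR166a, TCGGACCAGGCTTCATTCCCC, was read 254729 and 214465 times. In both libraries the order was zma-miR156a, zma-miR166a and zma-miR167a. Including tags within 2 nt of both ends, zma-miR167a had 27728 and 23237 reads and zma-miR166a had 284392 and 240622 reads.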

The abundance of zma-miR172 was extremely low compared to that of zma-miR156 in our dataset, which was consistent with previous finding that these two miRNAs are conversely regulated. In comparison to other plant species, tae-miR169b in wheat and osa-miR169 in rice are the most frequently sequenced miRNAs while miR156 in rice and wheat exhibits low abundance [32]. This may suggest a species-specific expression profile for miRNAs. 

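The 20-nt mature sequence of zma-miR172a, AGAATCTTGATGATGCTGCA, was not listed in either library, and neither was that of zma-miR172e. The tag AGAATCTTGATGATGCTGCAT, 1 nt longer than the mature sequence of zma-miR172a, had 30 reads in F1 and 30 reads in P1. It was the 1 tag within 2 nt of both ends of a miR172 mature sequence in these lists.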

MiR156a was also found to be highly expressed in *Medicago truncatula *[39]. In *Arabidopsis*, miR156a, located on chromosome 2, targets 10 mRNAs that code for the squamosa promoter-binding protein (SBP) box, which is involved in leaf morphogenesis [39,40]. However, mechanisms causing the differential expression profile of a same miRNA in different plant species is unknown. Diversity of maize miRNAs also could be found in the aspect of the amount of members they contained (figure 3). 

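The 14 members of miR166 in Additional file 2 have 4 distinct mature sequences, and all 4 were listed in both libraries. The 12 members of miR156 have 3 distinct mature sequences, of which 2 were listed. The 10 members of miR167 have 2, both listed, and the 18 members of miR169 have 10, of which 4 were listed in each library. The reads of members with the same mature sequence could not be divided among them. For miR529, zma-miR529 was listed with 46 reads in F1 and 23 in P1. The mature sequences of zma-miR162 and zma-miR1432 were not listed, and zma-miR827 had 1075 reads in F1 and 810 in P1.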

The largest miRNA family size identified was miR166 that consisted of 14 members and miR156, miR169 and miR167 possessed 12, 12 and 10 members, respectively; whereas other miRNA families such as miR162, miR529, miR827 and miR1432 had only one member detected in this period. The size of miRNA families may be indicative of their function. 

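In miR167, the sequence of zma-miR167a and the sequence TGAAGCTGCCAGCATGATCTG of zma-miR167e, which differ in the last base, were both listed. The latter had 2900 reads in F1 and 2154 in P1.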

Different family members also displayed drastically different expression levels (Additional file 2). For example, the abundance of miR156 family varied from 261 reads (zma-miR156j) to 409,637 reads (zma-miR156d) in the deep sequencing. This was also the case for some other miRNA families, such as zma-miR164 (from 14 read to 25,253 reads) and zma-miR166 (from 931 reads to 300,478 reads). 

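The mature sequence shared by zma-miR156a, zma-miR156d and most members had the most reads of the family. The mature sequence of zma-miR156k, TGACAGAAGAGAGCGAGCAC, had 1883 reads in F1 and 1296 in P1. The 21-nt mature sequence of zma-miR156j was not listed, whereas a tag 1 nt shorter, TGACAGAAGAGAGAGAGCAC, had 250 reads in F1 and 158 in P1. Counting tags within 2 nt of both ends, zma-miR156j had 262 and 158 reads and the sequence of zma-miR156a 410580 and 358696 reads. The sequence of zma-miR156k then had 3366 and 2268 reads.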

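In miR164, the mature sequence of zma-miR164e had 25019 reads in F1 and 20381 in P1, and that shared by zma-miR164a and 4 other members had 720 and 512 reads. The mature sequences of zma-miR164f and zma-miR164h were not listed. In miR166, the sequence of zma-miR166j, TCGGACCAGGCTTCAATCCCT, had 798 reads in F1 and 759 in P1, and that of zma-miR166l had 4865 and 4809 reads. The 20-nt sequence of zma-miR166b, TCGGACCAGGCTTCATTCCC, had 7907 and 6750 reads by exact match. Tags within 2 nt of both ends gave it 301449 and 255451 reads, because the tag of zma-miR166a is then included. The same matching gave zma-miR166l 25002 and 22906 reads, of which 18959 and 16985 were of the tag TCGGACCAGGCTTCATTCC. This tag also lies within 2 nt of both ends of zma-miR166a and zma-miR166b, so its reads cannot be assigned to zma-miR166l.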

Two members, zma-miR528a and zma-miR528b in zma-miR528 family, however, their expression levels were similar and were detected 147,619 and 158,200 times, respectively. 

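Both members of miR528 have the mature sequence TGGAAGGGGCATGCAGAGGAG, so the tags give 1 value for the pair. This tag was read 144013 times in F1 and 130334 times in P1. Tags within 2 nt of both ends had 157912 reads in F1 and 143519 in P1.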

The existence of a dominant member in a miRNA family may suggest that the regulatory role of this family was performed by the dominant member at the developmental time when the samples were collected for RNA extraction. Abundance comparisons of different members in one miRNA family may provide valuable information on the role that miRNAs play in that plant specific developmental stage. Four known miRNA families, miR395, miR482, miR2118 and miR2275 were not successfully detected in our datasets suggesting that miRNAs expression maybe developmental and/or tissue-specific. 

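No tag within 2 nt of both ends of a mature sequence of miR395, miR482, miR2118 or miR2275 was listed in F1 or P1. These families have 4, 1, 7 and 4 distinct mature sequences in Additional file 2, respectively. Each such tag had at most 11 reads in F1 and 12 in P1, and lower counts were not detectable in these lists. No tag within 2 edits of these mature sequences was listed either, in an alternative chosen after seeing the data.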

After our dataset was Blastn searched against known maize mature miRNAs, the same dataset was used to compare with 2392 known miRNAs from other diverse plant species. 

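Of the 10 sequences in Additional file 3, 4 were listed in each library. The tag t0002967, TTGAGCCGCGTCAATATCTCC, had 169 reads in F1 and 199 in P1. The tag t0004555, TGATAGAAGAGAGTGAGCAC, had 120 and 128 reads, t0053880, TCGGACCAGGCTTCATTCCCCG, had 14 and 14 reads, and t0062267, TTGATAGAAGAGAGTGAGCAC, had 12 and 12 reads. The other 6 were not listed in F1 or P1. Their tag numbers, from 76933 upwards, exceed the number of tags in a list.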

We found 10 additional conserved miRNAs that have not been reported in maize (Additional file 3). The 'seed' region, located at miRNA nucleotides 2-8, is the most important sequence for interaction with mRNA targets [7]. The seed regions of the newly identified maize miRNAs t0002967, t0511822, t0207061, t0448353 and t0053880 were identical to those of ctr-miR171 and ctr-miR166, respectively, indicating that they may share the same targets.

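Nucleotides 2 to 8, counted from 1 at the 5′ end of each sequence, were compared between the maize sequences of Additional file 3 and their homologs. They were identical for t0002967 and t0207061 with ctr-miR171 (TGAGCCG) and for t0053880 with ctr-miR166 (CGGACCA). The sequence of t0448353 starts 1 nt later than ctr-miR166, and its own nucleotides 2 to 8 were GGACCAG. In the alignment of Additional file 3 its bases opposite nucleotides 2 to 8 of ctr-miR166 were the same. The sequence of t0511822 starts 2 nt later than ctr-miR171, and its own nucleotides 2 to 8 were AGCCGCG. In the alignment it has no base opposite nucleotide 2. Thus 3 of the 10 sequences had the same nucleotides 2 to 8 by their own positions and 4 as aligned. The paper reasons from identical seed regions that these miRNAs may share the targets of their homologs.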

**Figure 3:**
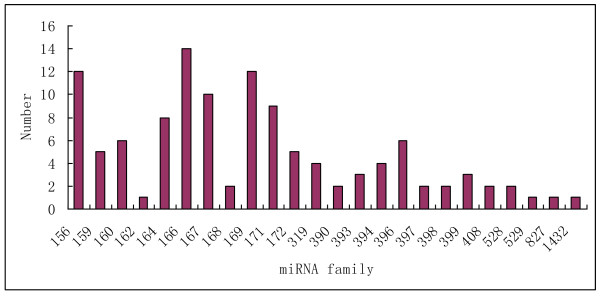
**Number of detected family members per miRNA family**. Candidate miRNA families were taken together and grouped by their miRBase numerical identifiers.

### Identification of novel maize miRNAs

Although the characteristic hairpin structure of miRNA precursor could be used to predict novel miRNA, it is very challenging to define novel miRNAs. We developed a prediction software Mireap to predict novel miRNA by exploring the secondary structure, the Dicer cleavage site and the minimum free energy of the unannotated small RNA tags which could be mapped to the maize genome. A small RNA is considered as a potential miRNA candidate only if it meets all of the following strict criterias: 1) the sequence could fold into an appropriate stemloop hairpin secondary structure, 2) the small RNA sits in one arm of the hairpin structure, 3) no more than 6 mismatches between the predicted mature miRNA sequence and its opposite miRNA* sequence in the secondary structure, 4) no loop or break in the miRNA or miRNA* sequences, and 5) predicted secondary structure has higher minimal folding free energy index and negative minimal folding free energy. 1068 sequences were obtained based on the above criteria. Although forming specific hairpin stem loop structures is one of the most important characteristics of pre-miRNAs, it is not unique to pre-miRNAs; lots of other coding or non-coding RNAs, such as rRNAs, tRNAs and mRNAs, also have the similar hairpin structures [41]. Several studies observed that miRNA precursors have low folding free energy, and considered that low free energy is one important characteristic of miRNAs [42]. However, minimal folding free energy depends on the lengths of RNAs [43] and the length of miRNA precursors significantly varies, for example, the lengths of plant miRNA precursors range from 60 to more than 400 nucleotides [41]. To avoid the effect of using minimal folding free energy as a criterion to identify genuine miRNAs, the length of RNAs must be considered. To better distinguish miRNAs from other RNAs, Zhang et al. [41] combined several parameters to form a new criterion called minimal folding free energy index (MFEI) [41]. Pre-miRNAs have high minimal folding free energy index (MFEI) [41]. They found that the average MFEI of miRNA precursors is 0.97 in previously known plant pre-miRNAs, and this value is significantly higher than that for tRNAs (0.64), rRNAs (0.59), and mRNAs (0.62-0.66). More importantly, more than 90% of miRNA precursors have an MFEI greater than 0.85, and no other RNAs have MFEI higher than 0.85. This suggests that MFEI is useful to distinguish miRNAs from other non-coding and coding RNAs. Their results suggest that RNA sequences with MFEI larger than 0.85 are most likely to be miRNAs [41]. This finding provids a more precision criterion to predict miRNAs using computational and/or experimental approaches. Out of the 1068 miRNA candidates, 386 had MFEI greater than 0.85.

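The libraries F1 and P1 shared 51882 tags, which carried 95.5% of the listed reads of F1 and 95.3% of those of P1. In each library 13654 tags were not listed in the other. Spearman's rho of the reads across the shared tags, which are not independent replicates, was 0.848, and the median ratio of P1 to F1 reads was 1.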

In order to make certain that the 386 miRNA candidates we identified are true miRNAs, we constructed and sequenced a second small RNA library from the same tissue. Following the same analysis approach as that used for the first library, 362 sequences with MFEI greater than 0.85 were identified. 

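The mature sequences of the miRNAs in Additional file 4 were looked up in the tag lists of F1 and P1. The 167 loci have 78 distinct mature sequences. Of these, 48 were listed in F1 and 46 in P1, and 40 sequences, belonging to 86 loci, were listed in both. A further 8 were listed in F1 alone and 6 in P1 alone, and 24 were listed in neither. The lists hold no precursor sequences or genome positions, so the comparison rests on mature sequences, and a sequence that is not listed can still have been present at a low count.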

By comparing these 386 and 362 distinct reads, we found that 167 of them were identical between the two small RNA libraries in terms of their precursor sequences, mature miRNA sequences, and their chromosomal locations. Further more, no significant differences of their expression profiles existed between the two experiments. 

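For the 40 mature sequences listed in both libraries, the reads in F1 and P1 were compared by an exact two-sided binomial test per sequence, with a size factor of 0.964 (the median ratio of P1 to F1 reads) and Benjamini-Hochberg adjustment. This test compares the 2 libraries, not conditions, and allows for counting error alone. The adjusted p was under 0.05 for 3 sequences, all with fewer reads in P1. The mature sequence of zma-miRn14, TAACTAGCCGTCGGAGATAAG, had 497 reads in F1 and 355 in P1, a log2 ratio of -0.43 (standard error 0.10, exact binomial test, adjusted p = 0.000612). For zma-miRn75, 435 and 318 reads gave a log2 ratio of -0.40 (standard error 0.11, exact binomial test, adjusted p = 0.00317). For zma-miRn25, 198 and 126 reads gave -0.60 (standard error 0.16, exact binomial test, adjusted p = 0.00317). The next sequences were zma-miRn31, with 232 and 182 reads, and zma-miRn32, with 28 and 44 reads, each with an adjusted p of 0.360 in the exact binomial test. The most abundant sequence, that of zma-miRn71, had 2061 and 2014 reads, and zma-miRn21 had 169 and 199 reads. Across the 40 sequences, which are not independent replicates, Spearman's rho of log2(reads + 1) was 0.850 and Pearson's r was 0.975, each with a permutation p of 1e-05, the smallest that 100000 permutations can give. Since the libraries differed by more than counting error, the 40 sequences were also set against the spread between the libraries, in 2 alternatives chosen after seeing the data. With the counting noise scaled by the chi-square per degree of freedom, and with the spread of shared tags that had similar reads, 0 of 40 sequences had an adjusted p under 0.05. The shared tags were not matched for length, so this spread can include differences between lengths. Another alternative chosen after seeing the data counted tags within 2 nt of both ends and gave 7 of 43 sequences in the binomial test.

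**Figure D3:**
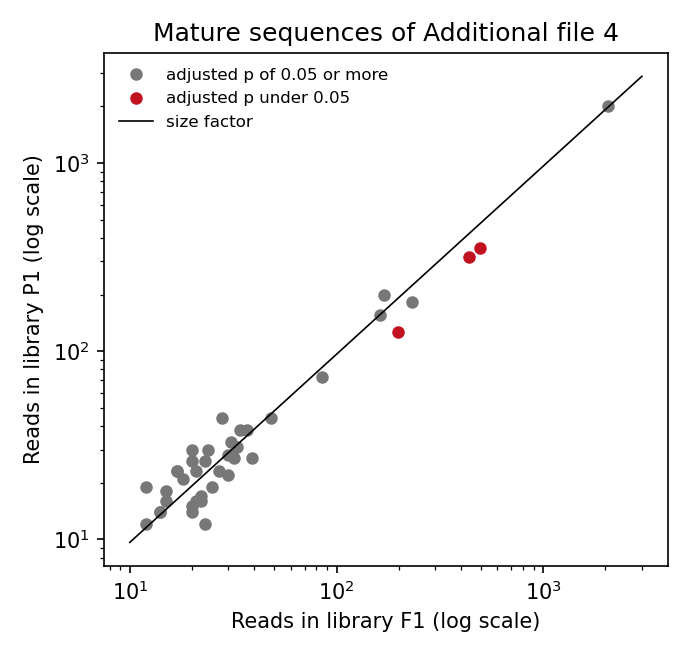
Reads of 40 mature sequences of Additional file 4 in library P1 against library F1, both on log axes. The line is the size factor of 0.964. Red points are the 3 sequences with an adjusted p under 0.05 in the binomial test, which allows for counting error alone. They all lie under the line, and gray points are the others.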

We believed that these 167 sequences were most likely true novel miRNAs. 

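In the coordinates of Additional file 4 for B73 RefGen_v2, the locus of zma-miRn71 lies on chromosome 8 from 4766569 to 4766746 on the minus strand, with the mature sequence TTAGGCTCGGGGACTACGGTG in the 5p arm. The locus of zma-miRn75 lies on chromosome 9 from 34937413 to 34937605 on the plus strand, with TCGCTAGATCGTTGAGGGATT in the 3p arm. The annotation of these positions was not analysed here. The paper reasons from the presence of the sequences in both libraries and from their expression profiles that they were most likely true miRNAs.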

The stringent criteria used to predict novel miRNAs could potentially reduce false positive rates at the cost of missing authentic miRNAs.

The 167 novel miRNAs can be classified into 77 families (Additional file 4) and their pre-miRNAs, secondary structures, and chromosomal locations were listed in Additional file 5. These novel miRNA precursors had negative folding free energies (20.8-210 kcal mol^-1 ^with an average of about -68.8 kcal mol^-1^) according to Mfold3.2 (Additional file 4) [44]; this was similar to the computational values of *Arabidopsis thaliana *miRNA precursors (-57 kcal mol^-1^) and much lower than folding free energies of tRNA (-27.5 kcal mol^-1^) or rRNA (-33 kcal mol^-1^) [42]. Previous study indicated that animal miRNA precursors typically have 70-80 nucleotides, but plant miRNA precursors are more diverse in structure and size. They vary in size from 60 to 509 nucleotides, with an average of 144.6 ± 56.9 (n = 513); most (73.5%) of the detected miRNAs have 81-160 nucleotides. Only 1.6% of plant miRNAs are less than 81 nucleotides in length, a stark contrast to animal miRNAs [45]. In our research as shown in figure 4, the foldback precursors of 167 novel miRNAs were about 67-356 nucleotides in length, and about 71.9% with 81-160 nucleotides. The novel pre-miRNAs were also evaluated for their A+U content, which ranged from 34% to 69.01% (Additional file 4), in agreement with previous studies. We also looked for sequenced miRNA* sequences, only seven complementary sequences were found in our combined data sets (Additional file 4). 

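The 7 loci with a miRNA* in Additional file 4 have 5 distinct miRNA* sequences. The miRNA* of zma-miRn14, TTATCTCCGACGGCTAGTTAC, which is given for 3 loci, was listed in both libraries with 17 reads in F1 and 19 in P1. The miRNA* sequences of zma-miRn9c, zma-miRn31a, zma-miRn45 and zma-miRn77 were not listed in either library, which leaves at most 11 reads in F1 and 12 in P1. No tag within 2 nt of both ends of these 4 was listed.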

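The miRNA* of zma-miRn14 made up 3.31% of the reads of its pair in F1 (95% Wilson interval 2.08% to 5.23%) and 5.08% in P1 (95% Wilson interval 3.28% to 7.80%), a difference that lies within these intervals. Including tags within 2 nt of both ends of the miRNA*, the share was 6.23% in F1 and 5.08% in P1. Of the other pairs, the miRNA had 18 reads in F1 and 21 in P1 for zma-miRn9c and 85 and 73 for zma-miRn77. That of zma-miRn45 had 28 reads in F1 and was not listed in P1.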

Most miRNA* shows weak expression (sequencing frequency <10) and their expression levels are much lower than their corresponding miRNAs, consistent with the idea that miRNA* strands are degraded rapidly during the biogenesis of mature miRNAs [46]. It may also be the fact that the expression levels of the majority of the novel miRNAs identified were low (the majority of them were sequenced less than 50 times).

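Of the 78 distinct mature sequences of Additional file 4, 70 had fewer than 50 reads in F1 and 70 in P1, counting sequences that were not listed. This was 89.7% in each library (95% Wilson interval 81.0% to 94.7%). Counted by loci, 148 of 167 had fewer than 50 reads in F1 and in P1 (88.6%).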

**Figure 4:**
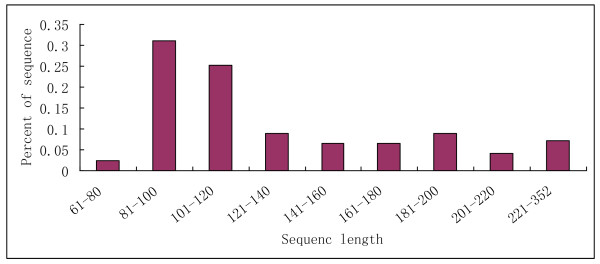
**Size distribution of novel miRNAs**.

### Target prediction of maize miRNAs

As dry seeds imbibe water, the resumption of energy metabolism and cellular repair occur. Later, events such as the activation of genes encoding enzymes involved starch degradation and protein and DNA/RNA synthesis play critical roles in the decision as to whether a seed would germinate or not. The shift from the seed development/maturation mode to the germination mode is a critical change in the developmental program of seed. Regulation of transcription factors targeted by miRNAs is involved at this critical stage in plant development [47]. Our target prediction criteria and methods were also stringent, but still allowed us to capture most miRNA targets that are conserved across several plant species, including *Arabidopsis *[48], poplar [17], rice [49], wheat [50], soybean [51], mustard [52] and grape [53]. The majority of conserved miRNA targets are various transcriptional factors including SBP, MYB, ARF, NAM, CBF, TCP and GRF that are known to regulate plant development. Other conserved miRNA targets includes F-box protein (miRNA393, miRNA394), ATP sulfurylase (miRNA395), CCHC type zinc finger protein (miRNA482), NAD(P)-binding protein (miRNA827), and Poly(ADP-ribose) polymerase (miRNA1432), all of them are known to play roles in the expression control of genes involved in regulation of metabolic processes. In our datasets, miRNA166 showed the highest abundance followed by miRNA156 and miRNA528, respectively, during the very early stage of seed germination. 

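Counted once per tag, miR156 had more reads than miR166 in both libraries, and miR166 more than miR528. The ratio of miR156 to miR166 reads was 1.39 in F1 and 1.46 in P1 by exact match, and 1.35 and 1.38 with tags within 2 nt of both ends. Under the latter matching miR166 had 307328 reads in F1 and 261206 in P1. When a tag was counted again for each mature sequence whose ends it lay near, an alternative chosen after seeing the data, the order was reversed. miR166 then had 611703 and 519788 reads, and the ratio was 0.677 in F1 and 0.695 in P1.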

Previous studies indicated that MiRNA166 targets HD-ZIP transcription factors that are involved in plant leaf morphogenesis. HD-ZIP proteins also regulates vascular development as well as lateral organ polarity and meristem formation. ATHB15, a member of the HD-ZIP family, is predominantly expressed in vascular tissues, suggesting that it may play some roles in plant vascular development [54,55]. Overexpression of miR166a results in decreasing ATHB15 mRNA levels and causes accelerated vascular cell differentiation from cambial/procambial cells and consequently produces an altered vascular system with expanded xylem tissue and an interfascicular region [55]. This regulation mechanism may exist in all vascular plant species [55,56]. MiRNA156 has been shown to be involved in floral development and phase change by targeting members of squamosa promoter binding protein like (SPL) plant-specific transcription factors. The SPL family has 16 members; some (such as SPL3) are involved in floral transition and regulating plant flowering [57]. Recent results indicated that overexpression of miR156 affects phase transition from vegetative growth to reproductive growth, including the quickly initiation of rosette leaves, a severe decrease in apical dominance, and a moderate delay in flowering [58]. MiRNA528 targets copper proteins, cupredoxin, multicopper oxidase and laccase genes and thus might play a critical role in regulating physiological processes and stress responses. Not only the miRNA166 and miRNA156 families were abundant during this stage of seed germination, but also they had more family members than other miRNA families, suggesting the importance of these two miRNA families at this very early stage of seed germination. 

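Within 2 nt of both ends of their mature sequences, miR166 had 26 tags in F1 and 22 in P1, and miR156 had 24 and 20. By exact match all 14 members of miR166 and 11 of the 12 members of miR156 were listed in both libraries. These members share few mature sequences, so the number of members with reads of their own cannot be told from the tags.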

In *Arobidopsis*, MiRNA159 has been shown to be involved in the regulation of seed dormancy and germination by targeting *MYB33 *and *MYB101*, two positive regulators of ABA responses during germination. ABA is a key regulator of seed maturation and dormancy [59]. Many ABA signal transduction proteins are involved in seed development and germination [59-62]. The sensitivity of seeds to ABA that is vital to the termination of seed maturation program, an essential change to increase the competence of seeds for germination, is regulated by conserved miRNA160. Since there is no dormancy in maize seed, the abundance of both miRNA159 and miRNA160 is extremely low compared to that of miRNA166 and miRNA156 families in our datasets. 

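The mature sequence shared by the detected members of miR159, TTTGGATTGAAGGGAGCTCTG, had 12 reads in F1 and was not listed in P1, where it had at most 12 reads. A tag 1 nt longer, TTTGGATTGAAGGGAGCTCTGA, had 20 reads in F1 and was not listed in P1 either. Additional file 2 gives 174 reads for zma-miR159a, against 32 reads of these tags in F1, and the cause was not tested. The mature sequence of zma-miR160a, TGCCTGGCTCCCTGTATGCCA, had 33 reads in F1 and 43 in P1. No other tag within 2 nt of the ends of a miR160 sequence was listed. The paper relates the low abundance of both families to the absence of dormancy in maize seed.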

*AUXIN RESPONSIVE FACTORs *(ARFs) are a class of targets of miRNA160 families. ARFs are important components of auxin signal transduction [63]. Therefore, there is cross-talk between ABA and auxin in imbibed mature seeds. Studies has indicated that ABA-responsive genes that are typical of seed maturation stages and have ABA response elements (ABREs) in their promoter regions are specifically up-regulated in the miRNA-resistant *mARF10 *seeds. The down-regulation of a component important for auxin signal transduction by miRNA may be a regulatory step to decrease ABA sensitivity in mature seeds and to switch to the germination mode. The mechanisms involved in ABA-auxin cross-talk during seed germination are unknown.

To better understand the functions of the newly identified novel miRNAs in maize, putative targets of the 167 novel miRNAs were predicted. The target genes for 106 novel miRNAs were successfully predicted (Additional file 6). Analysis and annotation of the predicted target genes showed that they were with diverse functions, ranging from genes encoding transcription factors involved in transcription regulation to genes encoding enzymes involved in metabolism, genes regulating transport, genes encoding various kinases, genes regulating oxidative reduction and genes encoding isomarase and helicase (Additional file 6). When dry seeds absorb water, many cellular processes resume. Isomarase and helicase are important enzymes for DNA replication, transcription, translation, recombination, DNA repair, ribosome biogenesis. Most miRNA families have multiple target sites, suggesting that these miRNAs are functionally divergent. With 61 newly identified miRNAs, we failed to discover any targets for them in Maize. This could have resulted from incomplete coverage of the mRNA in the database. It is likely that a number of mRNAs could not be identified because they are poorly expressed or highly unstable, or because their expression is restricted to times and locations such that isolation of sufficient amounts of RNA for cloning is impractical or has not been done yet. Further analysis for their targets is needed and would help us gain insight into the roles these newly identified miRNAs play during maize seed imbibition.

## Conclusion

We had sequenced two independent small RNA libraries from maize imbibed seed. Our data confirmed the authenticity of 115 known miRNAs in maize. We found 10 miRNAs that had not been reported in maize, but had been reported in other plant species. We also found 167 novel miRNAs that had not been reported elsewhere. Putative targets for 106 novel miRNAs were predicted. Dry seeds imbibe water and re-initiate active physiology. An important decision as to whether a seed would germinate or not is made following the reactivation events during imbibition. Regulation of genes targeted by miRNAs is involved at this critical stage in plant development. Identification of novel miRNAs resulted in significant enrichment of the repertoire of maize miRNAs and provided insights into miRNA regulation of genes expressed in imbibed seed.

## Methods

### RNA isolation and cloning of maize small RNAs

Maize (*Zea mays*) inbred line 87-1 was used in this study. Seeds were sterilized, wrapped in paper towels and incubated at 25°C for 24 hours. Embryos were then cut out and used for RNA extraction. Briefly, total RNA was isolated using Trizol kit (Invitrogen, USA). Small RNAs were enriched by poly-ethylene glycol precipitation, separated on 15% denaturing PAGE, and visualized by SYBR-gold staining. Small RNAs of 16-28nt were gel-purified. Small RNAs were ligated to a 5'adaptor and a 3'adaptor sequentially, reverse-transcription polymerase chain reaction (RT-PCR) amplified, and used for sequencing directly [64]. Sequencing was performed on a Solexa machine (Beijing Genomics Institute, China).

### Identification of conserved and novel miRNAs

The raw sequences were processed using PHRED and CROSS MATCH programs as previously reported [18,65]. After removing the vector sequences, trimmed sequences longer than 18 nt were used for further analyses. First, rRNA, tRNA, snRNA, and snoRNA, as well as those containing the polyA tail, were removed from the small RNA sequences and the remaining sequences were compared against maize ncRNAs deposited in the NCBI Genbank database and Rfam database. Then, the unique small RNA sequences were used to do a Blastn search against the miRNA database, miRBase 15.0, in order to identify conserved miRNAs in maize. Only those small RNAs whose mature and precursor sequences perfectly matched known maize miRNAs in miRBase 15.0 were considered to be conserved miRNAs.

To discover potential novel miRNA precursor sequences in our dataset, we used the identified mature miRNA sequences to do Blastn searches against maize genomic sequence. Sequences that met previously described criteria were then considered to be miRNA precursors [66]. Specifically, dominant, mature sequences residing in the stem region of the stem-loop structure and ranging between 20-22 nt with a maximum free-folding energy of -20 kcal mol^-1^were considered. A maximum of six unpaired nucleotides between the miRNA and miRNA* was allowed. The distance between the miRNA and miRNA* ranged between 5 and 240-nt. The selected sequences were then folded into a secondary structure using an RNA-folding program mFold3.2. If a perfect stem-loop structure was formed, the small RNA sequence was sit at one arm of the stem as well as other criteria were followed, this small RNA was consisted as one potential novel maize miRNA candidate. Previous study indicated that more than 90% of miRNA precursors had an MFEI greater than 0.85, and no other RNAs had MFEI higher than 0.85 (MFEI = [(MFE/length of the RNA sequence) × 100]/(G+C)% [67]). This suggested that MFEI is useful to distinguish miRNAs from other non-coding and coding sRNAs. The MFEI was calculated and potential novel maize miRNA candidates were further screened.

### Target gene prediction

In order to predict the target genes of novel miRNAs, we used the Mireap method for target prediction [68,69]. Briefly, the criteria were as follows: 1) No more than four mismatches between sRNA & target (G-U bases count as 0.5 mismatches), 2) No more than two adjacent mismatches in the miRNA/target duplex, 3) No adjacent mismatches in positions 2-12 of the miRNA/target duplex (5' of miRNA), 4) No mismatches in positions 10-11 of miRNA/target duplex, 5) No more than 2.5 mismatches in positions 1-12 of the of the miRNA/target duplex (5' of miRNA), and 6) Minimum free energy (MFE) of the miRNA/target duplex should be > = 75% of the MFE of the miRNA bound to it's perfect complement. Target mRNA sequences were predicted follow the criteria for the identified novel miRNAs (see Additional file 4). More strictly, at most three mismatches between miRNA sequences and potential mRNA targets were allowed in this study and grouped by the biological function of the proteins they encode for, as described by UniProt (http://www.uniprot.org/).

### Analysis of sequencing data

Raw sequence reads were produced by the Illumina 1G Genome Analyzer at BGI-Shenzhen, China and processed into clean full length reads by the BGI small RNA pipeline. During this procedure all low quality reads, including 3' adapter reads and 5' adapter contaminants were removed. The remaining high quality sequences were trimmed of their adapter sequences and sequences larger than 30nt and smaller than 18nt were discarded. All high quality sequences, even those with only a single unique read, were considered as significant and further analyzed. Unique small RNA sequences were mapped to maize genome (B73 RefGen_v2 (release 5a.57 in May, 2010)) reference sequences by SOAP [70]. Small RNAs derived from rRNAs, tRNAs, snRNAs and snoRNAs deposited at the Rfam and NCBI GenBank databases http://www.ncbi.nlm.nih.gov/Ftp/ were identified by NCBI blast. In order to determine conserved miRNAs, unique sequences were aligned with known maize miRNAs from miRBase (Release15.0, Apil, 2010) with a maximum of two mismatches, where gaps count as mismatches. Potential novel miRNAs were identified by folding the flanking genome sequence of unique small RNAs using MIREAP (https://sourceforge.net/projects/mireap/), followed by the prediction of the secondary structure by mFold 3.2 [71]. The essential criteria were used for selecting the miRNA candidates, e.g. sequences of miRNA precursors can fold into a hairpin secondary structure that contains the ~21nt mature miRNA sequence from one arm and miRNA*derived from the opposite arm, both of which form a duplex with two nucleotide, 3' overhangs [72]. The filtered small RNA sequencing data were deposited in the National Center for Biotechnology Information Gene Expression Omnibus (http://www.ncbi.nlm.nih.gov/projects/geo/) under accession number GSE27664.

For prediction of miRNA targets, the procedure and criteria were followed as described previously [73,74]. More strictly, at most three mismatches between miRNA sequences and potential mRNA targets were allowed in this study. The biological function of the predicted targets was retrieved from the UniProt.

## Authors' contributions

LW participated in the data analysis and drafted the manuscript. HL participated in the design of the study and performed the miRNA targets prediction. DL carried out RNA extraction and sequence data analysis. HC conceived of the study, participated in its design and coordination, revised the manuscript and gave final approval of the version to be published. All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1 **Summary of small RNA sequencing date**. Click here for file

Additional file 2 **Conserved miRNAs in maize**. These miRNAs are conserved in maize and have been reported in miRBase. "+"present in our dataset, "-"absent in our dataset. *L *length. **: miRNA sequences of maize were identical to those in other species; *: maize miRNA sequences were conserved in other species but have variations in some nucleotide positions. Click here for file

Additional file 3 **Ten conserved maize miRNAs identified in this study**. Click here for file

Additional file 4 **Novel miRNAs identified in this study**. Click here for file

Additional file 5 **Secondary structures of novel miRNA in maize**. Red colored letter: mature miRNA sequence; blue colored letter: miRNA* sequence. Click here for file

Additional file 6 **Predicted targets for novel miRNAs**. MiRNAs targeting the same gene and site are grouped together. The first listed miRNA has the least mismatches. "Mm" stands for the total amount of mismatches between the first mentioned miRNA and the predicted target. "Alignment" visually represents miRNA/mRNA complementary base-pairs and mismatches for the first listed miRNA, with vertical bars and spaces as Watson-Crick base-pairs and mismatches, respectively (G:U wobbles count as mismatches). Click here for file

# Supplementary material for: Identification and characterization of maize microRNAs involved in the very early stage of seed germination
**Source:** BMC Genomics. 2011 Mar 18;12:154. doi: 10.1186/1471-2164-12-154
**Supplement:** Additional file 1 — Summary of small RNA sequencing date.

## Additional file 1 Summary of small RNA sequencing date

| Type | count | % |
| --- | --- | --- |
| total_read | 11328237 |  |
| high_quality | 10830740 | 100% |
| adaptor3_null | 8995 | 0.08% |
| insert_null | 2687 | 0.02% |
| adaptor5_contaminants | 89477 | 0.83% |
| small_than_18nt | 997615 | 9.21% |
| polyA | 409 | 0.00% |
| clean_reads | 9731557 | 89.85% |

# Supplementary material for: Identification and characterization of maize microRNAs involved in the very early stage of seed germination
**Source:** BMC Genomics. 2011 Mar 18;12:154. doi: 10.1186/1471-2164-12-154
**Supplement:** Additional file 3 — Ten conserved maize miRNAs identified in this study.

**Additional file 3 Ten conserved maize miRNAs identified in this study***

| Names | Sequences | Target gene | Target protein |
| --- | --- | --- | --- |
| t0002967 | UUGAGCCGCGUCAAUAUCUCC | GRMZM2G545615 | unknown |
| ctr-miR171 | UUGAGCCGCGUCAAUAUCUCC | No[1] |  |
|  |  |  |  |
| t0004555 | UGAUAGAAGAGAGUGAGCAC | GRMZM2G3-9--6 | hypothetical protein |
| ath-miR156a | UGACAGAAGAGAGUGAGCAC | At5g43270 | SBP[2] |
|  |  |  |  |
| t0053880 | UCGGACCAGGCUUCAUUCCCCG | GRMZM2G-96372 | hypothetical protein |
| ctr-miR166 | UCGGACCAGGCUUCAUUCCCCC | 5509 (3) | HD-ZIP protein |
|  |  |  |  |
| t0062267 | UUGAUAGAAGAGAGUGAGCAC | GRMZM2G551565 | unknown |
| ahy-miR156c | UUGACAGAAGAGAGAGAGCAC | ES767441 | Squamosa promoter-binding protein[3] |
|  |  |  |  |
| t0076933 | AGACUUAGGAACGGAGGGAGU | No |  |
| osa-miR1436 | ACAUUAUGGGACGGAGGGAGU | Os03g26190(3); | hypothetical proteins[4] |
|  |  |  |  |
| t0137133 | UGAAACUGUCACAGCAUGAUCUA | No |  |
| ath-miR167a | UGAAGCUGCCAG - - CAUGAUCUA | At5g37020 | ARF[2] |
|  |  |  |  |
| t0207061 | UUGAGCCGCGUCAAUAUCUC - |  |  |
| ctr-miR171 | UUGAGCCGCGUCAAUAUCUCC |  |  |
|  |  |  |  |
| t0448353 | - CGGACCAGGCUUCAUUCCCCG |  |  |
| ctr-miR166 | UCGGACCAGGCUUCAUUCCCCC |  |  |
|  |  |  |  |
| t0511822 | - - GAGCCGCGUCAAUAUCUCC |  |  |
| ctr-miR171 | UUGAGCCGCGUCAAUAUCUCC |  |  |
|  |  |  |  |
| t0724812 | UCGAAAGGGAUUGGAGGGGAU | No |  |
| gma-miR2119 | UCAAAGGGAGUUGUAGGGGAA | 171648484 | Peptidyl-prolyl cis-trans isomerase[5] |

***Maize conserved miRNAs were pairwise listed with maize miRNA on top. Maize conserved miRNAs were homologous/identical to miRNAs in other plant species.**

1. Song C, Fang G,Li X, Liu H, Chao CT: **Identification and characterization of 27 conserved microRNAs in citrus.** *Planta* 2009, **230**:671–685.

2. Kasschau KD, Xie G, Allen E, Llave C, Chapman EJ, Krizan KA, Carrington JC: **P1/HC-Pro, a Viral Suppressor of RNA Silencing, Interferes with Arabidopsis Development and miRNA Function.** *Developmental Cell* 2003, **4**:205–217.

3. Zhao CZ,Xiao H, Frazier TP, Yao YY, Bi YP, Li AQ, Li MG, Li CS, Zhang BH, Wang XJ:**Deep sequencing identifies novel and conserved microRNAs in peanuts (*Arachis hypogaea L*.).** *BMC Plant Biology* 2010, 10:3.

4. Sunkar R, Zhou X, Zheng Y, Zhang W, Zhu J: **Identification of novel and candidate miRNAs in rice by high throughput sequencing.** *BMC Plant Biology* 2008, 8:25.

5. Arenas-Huertero C, Perez B, Rabanal F, Blanco-Melo D, Rosa CD, Estrada-Navarrete G, Sanchez F, Covarrubias AA, Reyes JL: **Conserved and novel miRNAs in the legume Phaseolus vulgaris in response to stress.** *Plant Mol Biol* 2009, **70**:385–401

# Supplementary material for: Identification and characterization of maize microRNAs involved in the very early stage of seed germination
**Source:** BMC Genomics. 2011 Mar 18;12:154. doi: 10.1186/1471-2164-12-154
**Supplement:** Additional file 5 — Secondary structures of novel miRNA in maize. Red colored letter: mature miRNA sequence; blue colored letter: miRNA* sequence.

**Additional file 5 Secondary structures of novel miRNA in maize.**

**(**Red colored letter: mature miRNA sequence; blue colored letter: miRNA* sequence.)

**zma-miRn1a AGGAUGCAUCGUUGGGUCCGG**

**- C g a ACC---| C A**

**CCA AAAAUCg agg gauuggaggggcuaaAAU CU AUUCA U**

**GGU UUUUGGC UCC CUAAUCUCCCCGAUUUUA GA UAAGU U**

**A - A C AGAAAA^ A U**

**zma-miRn1b GGAGGAGAUUGGAGGGGCUAA**

**U AAU-| a A A**

**CCA ACCggagg gauuggaggggcuaaAAUCCCCUUC UAUUCA U**

**GGU UGGCCUCC CUAACCUCCCCGAUUUUAGGGGAGG AUAAGU U**

**C GUUU^ C A U**

**zma-miRn1c GGAGGAGAUUGGAGGGGCUAA**

**-| UAAU a u C A**

**CAAGGG ggagg gauuggaggggc aaAAUUC CUUGCUAUUCA A**

**GUUCCC UCUCC CUAACCUCCCCG UUUUAGG GAACGAUAAGU U**

**C^ UU-- C U A U**

**zma-miRn1d GGAGGAGAUUGGAGGGGCUAA**

**- AA A - --| A**

**CCC GAACCggagg gauuggaggggcuaaAAUC CC CUUAUUCA A**

**GGG UUUGGCUUCC CUAACCUCCCCGAUUUUAG GG GAAUAAGU A**

**C CC C A AA^ C**

**zma-miRn2 AGUGGAUUAGAGGGGCUAAAA**

**-| C a u a a c CC C A**

**CAAAACC GA g gg uu gagggg uaaaaU CCUUCU AUUCA A**

**GUUUUGG CU C CC AA CUCCCC AUUUUA GGAGGA UAAGU A**

**U^ C - U A C U AA A U**

**zma-miRn3 AUGGAGUGGUUUGAGGAGGCU**

**- -| u ug a c A AG A**

**GAG AAGGGGAa ggag guuugagg gg uA AAUCUCUC UAUUCA A**

**CUC UUCCUCUU CCUC CAAACUCC CC AU UUAGGGAG AUAAGU A**

**U G^ U CU C A C CG U**

**zma-miRn4a GGUGAACCACCGGACAUCGCAC**

**ACAGUGUACA C- CA-| GCA**

**GUGC UGUCCGGUG CACCGGACAGC C**

**cacg acaggccac guggCCUGUCG A**

**GGUAAAAGGA cu caa^ AUG**

**80 70 60 50**

**zma-miRn4b GGUGAACCACCGGACAUCGCAC**

**ACAG ACA C- CA-| GCA**

**UCU GUGC UGUCCGGUG CACCGGACAGC C**

**AGA cacg acaggccac guggCCUGUCG A**

**GGAA GGA cu caa^ AUG**

**zma-miRn4c GGUGAACCACCGGACAUCGCAC**

**ACAG ACA C- ACA-| GCA**

**UCU GUGC UGUCCGGU CACCGGACAGC C**

**AGA cacg acaggcca guggCCUGUCG A**

**AGAA GGA cu ccaa^ AUG**

**zma-miRn4d GGUGAACCACCGGACAUCGCAC**

**A| GAUAG ACA - CA- GCA**

**CCC UCU GUGC AUGUCCGGUG CACCGGACAGC C**

**GGG GGA Cacg uacaggccac guggCCUGUCG A**

**-^ AAGA- --- c caa AUA**

**zma-miRn4e GGUGAACCACCGGACAUCGCAC**

**ACAG ACA C- CA-| GCA**

**UCU GUGC UGUCCGGUG CACCGGACAGU C**

**AGA cacg acaggccac guggCCUGUCG A**

**AGGG GGA cu caa^ AUG**

**zma-miRn4f GGUGAACCACCGGACAUCGCAC**

**A G A C- CA-| AU AC**

**CA UCUAC GUGC UGUCCGGUG CACCGGACA GC A**

**GU AGAUG cacg acaggccac gugGCCUGU CG G**

**G G A cu caa^ -- AU**

**zma-miRn4g GGUGAACCACCGGACAUCGCAC**

**ACAGUCUACA C- CA-| GCA**

**GUGC UGUCCGGUG CACCGGACAGC C**

**cacg acaggccac guggCCUGUCG A**

**GACAAAAGGA cu caa^ AUG**

**zma-miRn5 UUUUUUGUCUGGAGAUAUUA**

**G A - .-GCA| UG GAA UC**

**AAGUUAUUUAUGAUAUCUCCAGAU AAAAAAGGCAG UUGGUGCAUGUGC UC GG GGG \**

**UUCGAUAAAUauuauagaggucug uuuuuuCCGUC GACCACGUACACG AG CC CCC A**

**- - A \ ---^ GU AA- AG**

**zma-miRn6a AGAGGGGAUUGGAGGGGCUAA**

**-| AUa g - A**

**CAAGGGAA gaggggauuggag ggcuaaAAUC CCU G**

**GUUCCCUU CUCCCCUAACCUC CCGAUUUUAG GGA C**

**G^ AC- G U A**

**zma-miRn6b AGAGGGGAUUGGAGGGGCUAA**

**U A - g CU - --| A**

**CUA AAA CUagaggggauugga gggcuaaAAU CC UC AUUCA A**

**GGU UUU GGUUUCCUCUAACCU CCCGAUUUUA GG AG UAAGU A**

**C A A G AG A AA^ U**

**zma-miRn6c AGAGGGGAUUGGAGGGGCUAA**

**-| UC a C C A**

**CC AAACUC gaggggauuggaggggcuaaAAU UCCU CUUAUUCA U**

**GG UUUGGG CUCCCCUAACUUCUCCGAUUUUA AGGA GAAUAAGU U**

**A^ U- C - A U**

**zma-miRn6e AGAGGGGAUUGGAGGGGCUAA**

**- - Ua -| c CA**

**GUCAC AAAC gaggggauugga gggg uaaAAUCCCUUCCUUAUU A**

**CGGUG UUUG CUCCCCUAACCU CCCC AUUUUAGGGGAGGAAUAA A**

**U U GC A^ - AA**

**zma-miRn7a AAACCCGGUUUUGGACGGUUU**

**C C A C CCU C - -- .-CCCCCGAACU C-- C--| A**

**GGCCCAU CAAAACC UCCAAAACCGGGUUUGCUCAAA UGGAUG ACGUGGCGUGCUA GUUGGAGU UACU UGAA UGGCAUG UGUCA UUGG U**

**CCGGGUA GUuuugg agguuuuggcccaaaCGAGUUU GCCUAC UGCGCCGCACGGU CAACCUCG AUGA ACUU ACCGUGU ACGGU AGCC C**

**- C c A AAC A U UU \ ---------- CCU UCA^ C**

**zma-miRn7b AAACCCGGUUUUGGACGGUUU**

**U A U---- GC A A AUG .-AAAGUAAC -|U CA G**

**GG UCC AAACCGUCCAAAACCGGGUUU UCAAACC GAUGUC AC GCGUGUCACGUU UUGG G CUC AAGUGGCAU \**

**CC GGG uuuggcagguuuuggcccaaa AGUUUGG CUACGG UG CGCACGGUGCAA AGCC C GAG UUCACCGUA C**

**- - CACGU GA C C AAA \ -------- U^U -- U**

**zma-miRn7c AAACCCGGUUUUGGACGGUUU**

**A C C UUU C CAC .-AAUGAAAG AACCUAA AC**

**AAACCGUCCAAAACCGGGUUU UUCAAACCGGAUG CGAC GCGUG CACGUUGGAG ACU UUCGAG GUG A**

**uuuggcagguuuuggcccaaa GAGUUUGGUCUAC GUUG CGCAC GUGCAAUUUC UGA AGGCUU UAC C**

**A C A UAC A AU- \ -------- AAAUCG- AA**

**zma-miRn8a GGAGGGAAUUGGAGGGGCUA**

**-| UC a g CC A**

**CC AAACCUggaggg auu gaggggcuaAAAUCCCCU UUAUUCA U**

**GG UUUGGGCUUCCC UAA UUCCCCGAUUUUAGGGGA AAUAAGU U**

**A^ U- C A AA U**

**zma-miRn8b GGAGGGAAUUGGAGGGGCUA**

**UC U-| C a g A U U A**

**CAAA AC ggaggg auuggaggg cuaAA UCCCUUCC UAU CA A**

**GUUU UG CCUCUC UAACCUCCC GAUUU AGGGGAGG AUA GU A**

**CU UU^ A C A A U U U**

**zma-miRn8c GGAGGGAAUUGGAGGGGCUA**

**C| AC g C A**

**UAAAAU Uggagggaauuggaggg cuaAAAUCCCCUUCUUA UCA A**

**GUUUUA GCCUCCCUUAACCUCCC GAUUUUAGGGGAAGAAU AGU A**

**U^ -- A A U**

**zma-miRn8d GGAGGGAAUUGGAGGGGCUA**

**CC -| a g AA A**

**UCAAAAA Uggaggg auuggaggg cuaaAAU CCUCCUUAUUCA A**

**GGUUUUU GUCUCCC UAACCUCCC GAUUUUA GGAGGAAUAAGU A**

**CA G^ C G GG U**

**zma-miRn8e GGAGGGAAUUGGAGGGGCUA**

**CG-| C ga AUCUUCUCAUCCAA**

**ACAAAAU ggagg auuggaggggcuaGAAUC \**

**UGUUUUG CCUUC UAACCUCCCCGAUCUUAG A**

**CGG^ U UC AAAAAAAAUAAAUA**

**zma-miRn8f GGAGGGAAUUGGAGGGGCUA**

**UC| C c - C A**

**CAAAACC ggagggaauuggagggg uaAAAUCC CCUC UUAUUCA U**

**GUUUUGG UCUCCCUUAACUUCCCC AUUUUAGG GGAG AAUAAGU U**

**GU^ - U U - U**

**zma-miRn9a AUGCACUAGAGCUAAUGGUUA**

**- - --| A**

**GGGUGUUUGA augcacuagagcuaaugguua G UGGCUAAAA UUGC C**

**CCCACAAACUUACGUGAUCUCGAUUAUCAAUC AUCGAUUUU AACG U**

**C A UA^ A**

**zma-miRn9b AUGCACUAGAGCUAAUGGUUA**

**.-G ---- -| g U GUUA AAA**

**GGU GUUUGAau gcacuaga cuauugguuaGC AGCUAAUAA CUAAC \**

**UCG UAGAUUUA CGUGGUUU GAUUAUCAAUUG UCGAUUAUU GGUUG A**

**\ - AUGU U^ - - AAUC AUA**

**zma-miRn9c F1-m0153-3p AUGCACUAGAGCUAAUGGUUA**

**F1-m0153-5p ACUAUUAGCUCUAGUGCAUUC**

**A C .-CCCCCUAACUAUUA| U UGC**

**UUUUAG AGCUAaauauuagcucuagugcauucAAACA GC CUAG \**

**AAAAUC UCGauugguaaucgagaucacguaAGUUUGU CG GAUC A**

**- A \ --------------^ U UCG**

**zma-miRn9d** **AUGCACUAGAGCUAAUGGUUA**

**U A - -| CCUAACUA**

**GUUAGCUA CUAACUAUUAGCUCUA UGCAUUCAAA CAC \**

**UAAUCGAU Gauugguaaucgagau acguaAGUUU GUG U**

**- C c C^ AUCUUUAU**

**zma-miRn10a AACUAAUUGUGGGUCGUGUCGU**

**- ----| a GGCCAAUGAC C**

**UCACA CAUAUa cuaauuguggucggugucguG UUGGCA A**

**GGUGU GUGUAU GAUUAAUACCCAGCACAGCAC GAUCGU C**

**G UUUC^ A ---------- G**

**zma-miRn10b** **AACUAAUUGUGGGUCGUGUCGU**

**- - .-AUaa| GG GAUGACUG C**

**GGCAC ACC cuaauugugggucgugucgu GCC GGCAC \**

**CCGUG UGG GAUUAAUACCCAGCACGGCA CGG CCGUG A**

**U C \ ----^ -- -------- C**

**zma-miRn11 AUGGAGAGAACUGAGAAGGUAA**

**-| C aac aa a CC A AA**

**AG AAGUGUAauggagag ugag ggu aGAAU CUUA UAUUC \**

**UC UUCACAUUACCUCUC ACUC CCA UCUUA GAAU AUAAG A**

**C^ A CUA C- A UA A UU**

**zma-miRn12 ACUGGCUCACCAUCGUCUGGC**

**U| A AGC G G G U**

**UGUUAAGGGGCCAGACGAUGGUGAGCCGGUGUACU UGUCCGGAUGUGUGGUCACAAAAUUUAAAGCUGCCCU UUCAU UGUGCGCUUCUCUUCUCUUA GU GGCUGCUAAG G**

**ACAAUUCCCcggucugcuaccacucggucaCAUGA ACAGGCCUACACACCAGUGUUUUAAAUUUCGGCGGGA AAGUA ACACGUGAAGAGAAGAGAAU CA CCGACGAUUC A**

**A^ G CC- G A G U**

**zma-miRn13a UUGGAGGGGAUUGAGGGGGCUA**

**- -| U A g AAUAGGA**

**GA CAA GG Auuggaggggauugaggg gcuaG \**

**CU GUU CC UAACUUCCCCUAACUCCC CGAUC A**

**C C^ C C A CUAGGGG**

**zma-miRn13b UUGGAGGGGAUUGAGGGGGCUA**

**-| gg AU G AAUU**

**AGCACGGGGAuuggaggggauuga gggcuaAA AUCCCCUUU CUA \**

**UCGUGCCCCUAACCUCCCCUAACU CCCGAUUU UAGGGGAAA GAU U**

**C^ AA -- - AAGU**

**zma-miRn13c UUGGAGGGGAUUGAGGGGGCUA**

**-| AU G AAUU**

**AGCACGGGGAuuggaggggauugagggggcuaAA AUCCCCUUU CUA \**

**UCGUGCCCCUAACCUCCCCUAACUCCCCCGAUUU UAGGGGAAA GAU U**

**C^ -- - AAGU**

**zma-miRn13d UUGGAGGGGAUUGAGGGGGCUA**

**- g a -| AA**

**AGCAAGGGGAuug agggg uuga gggggcuaGAGU \**

**UCGUUUCCCUAAC UCCCC AACU CCCCCGAUCUUA G**

**C A C C^ GG**

**zma-miRn14a F1-m0104-5p UAACUAGCCGUCGGAGAUAAG**

**F1-m0104-3p UUAUCUCCGACGGCUAGUUAC**

**CA ACCG UU AAA -| A**

**GG UG AA AG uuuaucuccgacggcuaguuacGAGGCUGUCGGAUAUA C**

**CC AC UU UC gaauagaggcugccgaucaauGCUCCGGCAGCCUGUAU C**

**AC GAGA CU AUA U^ U**

**zma-miRn14b F1-m0288-3p UAACUAGCCGUCGGAGAUAAG**

**F1-m0288-5p UUAUCUCCGACGGCUAGUUAC**

**C ACCG UU AAA -| A A**

**GGG UG AA AG CuuaucuccgacggcuaguuacGAG CCGUCGGAUAUA C**

**CCC GC UU UC gaauagaggcugccgaucaauGCUC GGCAGCCUGUAU C**

**A GAGA CU AUA U^ C U**

**zma-miRn14c F1-m0666-3p UAACUAGCCGUCGGAGAUAAG**

**F1-m0666-5p UUAUCUCCGACGGCUAGUUAC**

**1**

**C ACCG UU AAA -| A**

**GGG UG AA AG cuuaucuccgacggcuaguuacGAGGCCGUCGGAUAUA C**

**CCC GC UU UC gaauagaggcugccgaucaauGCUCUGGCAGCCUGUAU C**

**A GAGA CU AUA U^ U**

**zma-miRn15a AAUCCAUAUGGAUUGGGGUUGA**

**U A AU- U G - .-UAUGGAUU| AGAU**

**UUGUUCG UU UUCCA UCCAUAUGGAUU GAGGG GAUUGA GUGAG \**

**AACAAGC Aa ggggu agguauaccuaa CUCCU CUAACU UAUUC U**

**G A guu u - A \ --------^ AGUU**

**zma-miRn15b** **AAUCCAUAUGGAUUGGGGUUGA**

**UGG------- G A A UG - A**

**GAUU AUAUGGAUUGGG GAG UUU A CUU U**

**uuag uauaccuaaCUC CUC AAA U GGG U**

**AAaguugggg G C C GU A A**

**zma-miRn16a UAUAUAAGUUGGAUUAUGGUA**

**- C-- aAAC A A -| AC C ACA**

**UCUC UAGAUuauauaaguuggauuauggu GG UAGGAGGGUA AAUAUCACUUUG GA CACAAAUAGGUUGAAA AAGCUA U**

**AGGG AUCUAAUAUAUUCAAUCUAAUACUA CC AUCCUUCUAU UUAUGGUGAAAC CU GUGUUUAUUCGACUUU UUCGAU U**

**A AAU CCUU C C A^ A- A GGU**

**zma-miRn16b UAUAUAAGUUGGAUUAUGGUA**

**G| U a g aAAAACG GA CAC ACCAC**

**CUCCUA AUuauaua guug auuauggu UAGGA GUAAAAUAU UUUAGU \**

**GAGGAU UAAUAUAU CAAC UAAUACCA AUCCU CAUUUUGUA AAGUCG A**

**A^ C A A CCUUCCA AC --- AAUAA**

**zma-miRn16c UAUAUAAGUUGGAUUAUGGUA**

**C -- aAAAAAAAUAG C----| C CUC AG CC UC A CCC**

**CUCCUAGAU uauauaaguuggauuauggu GAGGGUA AAUA UA UG AUCA AAUAA UGAAAUA GCUA A**

**GAGGAUCUA AUAUAUUCAACCUAAUACCA CUCCCAU UUAU AU AC UGGU UUAUU ACUUUAU CGAU A**

**A AC ACUUCACAUA- UUUUU^ A AAA CU AU CA C CGU**

**zma-miRn16d** **UAUAUAAGUUGGAUUAUGGUA**

**- G AG - A C- .-AU| CUC**

**CCUCCUA AUUAUAUAAGUUGGAUUAUGGU AAGGAUA GAAG GUAAA AUCACUUUGGGACC AAAUAAGCUA A**

**GGAGGAU UAAUAUAUUCGAUCUAAUACCG UUCCUAU CUUC CAUUU UAGUGAAACCUUGG UUUAUUUGAU A**

**A A CA C - UA \ --^ CGU**

**zma-miRn17 AAAAUUAGUCGAGAGGUUUA**

**A| G U AAA AAC U**

**GA UCU GUUCUAAAUCUCU ACUAAU UAG \**

**CU AGG UAAGauuuggaga ugauua aUC U**

**A^ - - gc- aa- G**

**zma-miRn18a UUUGGAUGCACUAGAGCUAAU**

**A .-GG c g U G ACU U AA- .-AACAAA| CUA**

**CAGGG UGuuuggaugca ua agcuaauAGUUA GU GCUAAAA GCUAG GG UUAGAUGGUU UAGCUAG \**

**GUCUU ACAAACUUACGU GU UCGAUUAUCAAU CG CGAUUUU CGAUU CU GGUUUGCCAG AUCGAUU A**

**A \ -- A A - A AAU U GUA \ ------^ AUC**

**zma-miRn18b UUUGGAUGCACUAGAGCUAA**

**AA G CU- .-UUA| CAUCCAAACAGUC UU**

**GGGGGGUGuuuggaugcacuagagcuaaUA UUAG GCUAAAA GCUGAAGG UAGCUAAUAG \**

**UCCCCCACAAACUUACGUGAUCUCGAUUAU AAUC CGAUUUU CGAUUUUC AUCGAUUAUC C**

**AA A AAC \ ---^ ------------- AA**

**zma-miRn19 GAAAUGUUGUCUGGUUCAAGG**

**- --- Uga uu a UUUGCG --------| UC C**

**GCU UUUGAG aaug gucugguuc aggUCUUGC AUUUGAGGA UGA CAUG U**

**CGA GGACUC UUAC CGGACCAGG UCUAGAACG UAGGCUCCU GUU GUAC U**

**U UAA CCC UU C UA---- UAUUUUUU^ GU G**

**zma-miRn20a UUUGUUAAUGUUUGGAGUAGC**

**-- GGA- C ACACACC CC - U- AA--| A**

**UCU UAAUuuuguuaauguuuggaguagg CCAUCAAAG AGUUC GU GU UCC AGCC C**

**GGA AUUAAAACAAUUACAAACCUCAUCG GGUAGUUUC UUAAG CG CA AGG UCGG C**

**CG AACA C CAAAU-- A- U UU ACCA^ A**

**zma-miRn20b UUUGUUAAUGUUUGGAGUAGC**

**- GGA- C A .-AC| CAG**

**UCU UAAUuuuguuaauguuuggaguagc CC UCAAAG ACAC U**

**GGA AUUAAAACAAUUACAAACCUCAUCG GG AGUUUC UGUG U**

**G AAUA C C \ --^ CCC**

**zma-miRn20c UUUGUUAAUGUUUGGAGUAGC**

**CUUUAU| G UUUAAAAUC G - .-GU U**

**UAAUuuuguuaauguuuggaguagc CCGUCAAAGG UGCA UAGU CCUG AGCC G**

**AUUAAAACAAUUACAAACCUCAUCG GGUAGUUUCU GUGU GUCA GGGC UCGG G**

**AGACCU^ G --------- G A \ -- U**

**zma-miRn20d UUUGUUAAUGUUUGGAGUAGC**

**-- GGA- C A ACACACC CCGU U- AA--| A**

**UCU UAAUuuuguuaauguuuggaguagc CC UCAAAG AGUUC GU UCC AGCC C**

**GGA AUUAAAACAAUUACAAACCUCAUCG GG AGUUUC UUAAG CA AGG UCGG C**

**CG AACA C C CAAAU-- AUGU UC ACCA^ A**

**zma-miRn20e UUUGUUAAUGUUUGGAGUAGC**

**C U-| G UUUAAAUUC G - .-GU U**

**UUUG UAAUuuuguuaauguuuggaguagc CCGUCAAAGG UACA UAGU CCUG AGCC G**

**AGAC AUUAAAACAAUUACAAACCUCAUCG GGUAGUUUCU GUGU GUCA GGGC UCGG G**

**A CU^ G --------- G A \ -- U**

**zma-miRn20f UUUGUUAAUGUUUGGAGUAGC**

**C U-| G UUUAAAUUU G - .-GU U**

**UUUG UAAUuuuguuaauguuuggaguagc CCGUCAAAGG UGCA UAGU CCUG AGCC G**

**AGAC AUUAAAACAAUUACAAACCUCAUCG GGUAGUUUCU GUGU GUCA GGGC UCGG G**

**A CU^ G --------- G A \ -- U**

**zma-miRn20g UUUGUUAAUGUUUGGAGUAGC**

**-- GGA- C A .-AC| CAG**

**UCU UAAUuuuguuaauguuuggaguagc CC UCAAAG ACAC U**

**GGA AUUAAAACAAUUACAAACCUCAUCG GG AGUUUC UGUG U**

**CG AACA C C \ --^ CCC**

**zma-miRn21a UUGAGCCGCGUCAAUAUCUCC**

**G U C--| C AG A G**

**ACAA GC GGGAGGUAUUGGCGUG CUCAAUCCGA GCGUGGCUG CUG \**

**UGUU CG Cccucuauaacugcgc gaguuAGGUU UGUACCGAC GGC C**

**- - UUC^ c CU - G**

**zma-miRn20b UUGAGCCGCGUCAAUAUCUCC**

**C| A G CG C AG AUAGAU**

**UAGG CAA GG GAGGUAUUGGCGCG CUCAAUCCGA GCGUGGCUG U**

**GUCC GUU Cc cucuauaacugcgc gaguuAGGUU UGUACCGAC G**

**U^ - G -- c CU GGCGCG**

**zma-miRn22a AAAAGAAACGGAUGGAGUAUA**

**AUAAAC------ AUC G A**

**UACUCCAUCCGUUUC UUAGUUGUCGCUGGAUAGU CA A**

**augagguaggcaaag aAUUAACAGCGACCUAUCA GU A**

**GAUAUACCGUau aaa A U**

**zma-miRn22b AAAAGAAACGGAUGGAGUAUA**

**AAGCAAAAUA| C G G A**

**UAUACUCC UCCGUUUC UUUUAGUUGUCGCUGGAUAGU CA A**

**auaugagg aggcaaag aaaaUUAACAGCGACCUAUCA GU A**

**UGACAAAUGA^ u a A U**

**zma-miRn22c AAAAGAAACGGAUGGAGUAUA**

**ACAA G A C G .-AAC| UCG U**

**CUAUU UA ACUCC UCCGUUUC UUUUA GUCG CUA U**

**GAUAG au ugagg aggcaaag aaaaU CGGU GAU U**

**UCAG A a u a \ ---^ UA- A**

**zma-miRn22d AAAAGAAACGGAUGGAGUAUA**

**CAGCUAA| A C G A GCAA**

**UCA AUACUCC UUCGUUUC UUUUAGUUGUCGCUGG UAGU A**

**AGU uaugagg aggcaaag aaaAUUAACAGCGACC AUCA A**

**UGCCAAC^ a u a C AAUU**

**zma-miRn23a UGGAGGGGAUUGAGGGGCAUA**

**-| A a A C U U**

**GCAUGGGGA uggaggggauugaggggc uaUAAUCCC UG UG UCA U**

**CGUACCCUU ACCUCUCCUAACUCCCCG AUAUUAGGG AC AU AGU U**

**A^ A G A A C U**

**zma-miRn23b UGGAGGGGAUUGAGGGGCAUA**

**AAU C -| C UU CUC - CC U C**

**GGGAUU UA GCCCCUC AAU CUUCCGAUUUU GC AC AAAU AGUC U**

**CUCUAA au cggggag uua ggagguUAAGG CG UG UUUA UCGG A**

**UCU U a^ - gg AUA C A- U A**

**zma-miRn23c UGGAGGGGAUUGAGGGGCAUA**

**AACAA--| GA A GUC**

**GA UuggaggggauugaggggcauaUAAUUC UUGCUA A**

**CU AAUCUCCUCUAAUUCCCCGUAUAUUAAG AACGAU U**

**AGGUACC^ G- G AAG**

**zma-miRn24 UCACAAUCGAUUGGACUAAAA**

**U GA GC U C .-AUGU| U U UC**

**UCU UGUCAUUUUAGUCCAAUCG UGUGAACA GAC UGG GGCU UGCCA CGUG \**

**AGG ACAGUaaaaucagguuagc acacuUGU CUG ACC CCGG ACGGU GCAC G**

**- UC ua C A \ ----^ U - CU**

**zma-miRn25a AAUAAAAAGAAACGGAUGGAG**

**CAAAUAU| U CAA**

**GUACUUC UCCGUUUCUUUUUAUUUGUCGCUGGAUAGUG U**

**UAUgagg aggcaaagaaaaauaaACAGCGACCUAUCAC U**

**GACGACC^ u AUU**

**zma-miRn25b AAUAAAAAGAAACGGAUGGAG**

**AAAAAAAU| C A**

**UACUCC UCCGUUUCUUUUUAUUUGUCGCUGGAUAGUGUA A**

**AUgagg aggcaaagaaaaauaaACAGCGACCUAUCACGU A**

**UUUUAUUC^ u U**

**zma-miRn25c AAUAAAAAGAAACGGAUGGAG**

**U| GUCAA C C AA A CGU ACAA**

**UUG UACUCC UCCGUU CUU UAU UGUCGUC UAGU A**

**AAC AUgagg aggcaa gaa aua ACAGCAG AUCA U**

**-^ AAUAC u a aa a CUC AAUU**

**zma-miRn25d AAUAAAAAGAAACGGAUGGAG**

**G| CUCCAAACUGA C CAA**

**CUGCAUG UACUCC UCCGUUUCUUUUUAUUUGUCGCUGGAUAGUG A**

**GACGUAC AUgagg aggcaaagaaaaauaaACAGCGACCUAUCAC A**

**A^ ----------- u AUU**

**zma-miRn25e** **AAUAAAAAGAAACGGAUGGAG**

**UGGUA -| C A**

**UG UACUCC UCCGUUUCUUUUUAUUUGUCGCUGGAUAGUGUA A**

**AC AUgagg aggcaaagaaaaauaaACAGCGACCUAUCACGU A**

**AUAAA G^ u U**

**zma-miRn25f** **AAUAAAAAGAAACGGAUGGAG**

**UAUAUAUA| C UAA**

**UACUCC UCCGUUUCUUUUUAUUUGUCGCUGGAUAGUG A**

**AUgagg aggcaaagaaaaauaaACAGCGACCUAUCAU A**

**AUCCUACC^ u GUU**

**zma-miRn26a GGGGAUUGAAGAGGAUUAAAU**

**- ----------| a A A**

**UCGGUUGCUA ggggauugaag ggauuaaauCCCC CCUAUUCA U**

**AGCCAAUGAU CCCCUAACUUC CCUAAUUUAGGGG GGAUAAGU U**

**A CACCAAACUC^ C A U**

**zma-miRn26b GGGGAUUGAAGAGGAUUAAA**

**-| a CG**

**CAAUCCAGAgggggauugaag ggauuaaA G**

**GUUAGGUCUCCCCCUAACUUC CCUAAUUU G**

**G^ C AG**

**zma-miRn26c GGGGAUUGAAGAGGAUUAAAU**

**- -| A GA g AA**

**GG GG UUG ggggauugaaga gauuaaauCCCCUCCUAUUC \**

**CC CC AAC UCCCUAACUUCU CUAAUUUAGGGGAGGAUAAG A**

**A A^ A UC A UA**

**zma-miRn26d GGGGAUUGAAGAGGAUUAAAU**

**GGGGAUUGGA| a U A**

**ggggauugaag ggauuaaauCCCCUCCUAU CA U**

**CCCCUAACUUC CCUAAUUUAGGGGAGGAUA GU U**

**C---------^ C C U**

**zma-miRn26e GGGGAUUGAAGAGGAUUAAAU**

**CUA -----------| aga UCA GUCAA**

**GGUUGU Aggggauuga ggauuaaauCCC CUA A**

**CCAACG UUCCCUAGCU CCUAAUUUAGGG GAU A**

**AAA CAGACCUAGCU^ CCC UAA AAAUU**

**zma-miRn26f GGGGAUUGAAGAGGAUUAAAU**

**- .-AUUG -| A**

**GAGG GAgg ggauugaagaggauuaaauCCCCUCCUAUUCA U**

**CUCC CUCC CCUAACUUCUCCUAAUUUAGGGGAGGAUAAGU U**

**A \ ---- U^ U**

**zma-miRn26g GGGGAUUGAAGAGGAUUAAAU**

**C| GCA g - ga C U A**

**GGAU AG gggauugaa gag uuaaauCCC UUCUA UCA A**

**CCUA UC CUCUAACUU CUC AAUUUAGGG AAGAU AGU U**

**A^ AC- A U A- A C U**

**zma-miRn26h** **GGGGAUUGAAGAGGAUUAAAU**

**GGGGAUUGGA| a C A**

**ggggauugaag ggauuaaauCCC UCCUAUUCA U**

**CCCCUAACUUC CCUAAUUUAGGG AGGAUAAGU U**

**C---------^ C A U**

**zma-miRn26i** **GGGGAUUGAAGAGGAUUAAAU**

**UC| g a aga AU A**

**GGUUGCUAg gg uuga ggauuaaauC CUUCUAUUCA U**

**CCAAUGAUC CC AACU CCUAAUUUAG GAGGAUAAGU U**

**AA^ A A CCC GG U**

**zma-miRn26j** **GGGGAUUGAAGAGGAUUAAAU**

**- ----------| a CC A**

**UCGGUUGCU Aggggauugaag ggauuaaauC CUCCUAUUCA U**

**AGCCAAUGA UCCCCUAACUUC CCUAAUUUAG GAGGAUAAGU U**

**A UCACCAAACU^ C AA U**

**zma-miRn26k** **GGGGAUUGAAGAGGAUUAAAU**

**- -| A GA a A**

**GG GG UUG ggggauugaag ggauuaaauUCCCUCCUAUUCA A**

**UC CC AAC UCCCUAACUUC CCUAAUUUAGGGGAGGAUAAGU A**

**A A^ A UC C U**

**zma-miRn27 UUUGGGGUGGAUACGUGGUCA**

**CC C U | GCAG**

**UGUUUGGAUG CCAUGUAUCCACCUCAA CCAUGU--GUGGAAU \**

**ACAAACCUac ggugcauaggugggguu GGUACA CACCUUA U**

**GA u u \ ^ AAUU**

**zma-miRn28 UAGUCGACGAUCAAUGGCCAC**

**- c A AAAAUA .-CAAUAAUAUC| ACA**

**UACGAGCCUCuagucga gaucaauggccac CAACCCCCAUUUU--UGUCA ACAUUUU AAAGUUCA \**

**AUGCUCGGAGGUCAGCU CUAGUUACCGGUG GUUGGGGGUAAGA ACGGU UGUAAGA UUUUAAGU C**

**C A C \ AUCUAG \ ----------^ AUC**

**zma-miRn29a AAUUCAUAUGGAUUGGGGUA**

**U C AU-|UU A UACGGAUUG GA UG - A**

**UGUU GGUU U CAAUCCAUAUGGAUUGA GGGGAUUGA GAGGG UUU A CUU C**

**ACAA CCAA g guuagguauacuuaaCU CCCCUAACU CUCCC AAA U GAG U**

**- A Gau^gg C --------- -- GU A A**

**zma-miRn29b AAUUCAUAUGGAUUGGGGUA**

**U AU- UU GA .-UACGGAU| AAAAA**

**UGUUCGGUU U CAAUCCAUAUGGAUUG GGGGGUUGA UGAG \**

**ACAAGCCAA g guuagguauacuuaAC CCCCUAACU AUUC U**

**- Gau gg UC \ -------^ AGUUG**

**zma-miRn29c AAUUCAUAUGGAUUGGGGUA**

**U AU-|UU GA UACGGAUU A A UAA A**

**UGUUCGGUU U CAAUCCAUAUGGAUUG GGGGAUUGA GG GG GAUUU CUU C**

**ACAAGCCAA g guuagguauacuuaaC CCCCUAACU CC CC CUAAG GGG U**

**- Gau^gg UC -------- - - UUA A**

**zma-miRn29d AAUUCAUAUGGAUUGAGGUA**

**U AU-| U - UAU AUU GA- GACU**

**UGUUCGGUU UUUCAAUCCAUAUGGAUU GAG GGGAUUGA GG GGGA GAUUUU \**

**ACAAGCUAA ggaguuagguauacuuaa CUC CCCUAAUU UC CCCU UUAGGA U**

**- Gau^ - U --- --- AAA AUGA**

**zma-miRn30 AGUUCUUGUUGGCCAUGUUC**

**C ----| C G**

**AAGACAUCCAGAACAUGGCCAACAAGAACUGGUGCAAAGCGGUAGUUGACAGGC AGAACAUGGCCAA AAGAACUGGUGCAAAGCGGUAGUUGAC C**

**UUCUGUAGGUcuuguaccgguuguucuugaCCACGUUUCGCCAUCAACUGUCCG UCUUGUACCGGUU UUCUUGACCACGUUUCGCCAUCAACUG C**

**- UAGG^ A U**

**zma-miRn31a F1-m0239-3p UUGGAUUUUGAUUGGAUGCAC**

**F1-m0239-5p GCAUCCAAUCAAAAUCUAACA**

**CCG- .-AA C - G GG G**

**GUgcauccaaucaaaaucuaac UUA UG CUAUUUUA GU AA A**

**cacguagguuaguuuuagguuG AAU AC GAUAAAAU UA UU G**

**GUCA \ -- U A G AA G**

**zma-miRn31b UUGGAUUUUGAUUGGAUGCAC**

**C G U .-GAUGGUU| GG U**

**AAGU GUC GGUGCAUUCAAUCAAAAUCCAAC GUUAUUUUACGU AA G**

**UUCA UAG UcacguagguuaguuuuagguuG CAAUAAAAUGUA UU G**

**- A C \ -------^ AA G**

**zma-miRn31c UUGGAUUUUGAUUGGAUGCAC**

**GU AAGCUAUA CA | GG**

**GCAAUC UGGUGCAUCUAAUUAAAAUCCAA GUGACUGCUAU--UUUAGCU \**

**CGUUAG ACcacguagguuaguuuuagguu CACUGACGAUA AAAUUGG A**

**UU -------- AC \ ^ GA**

**zma-miRn31d**  **UUGGAUUUUGAUUGGAUGCAC**

**A - G C ACA GG--| AA**

**AGUG AU UGGUGCAUCUAAUCAAAAUUCAA GGUGGC UAUUUUA UAG G**

**UUAC UA ACcacguagguuaguuuuagguu CCAUUG AUAAAAU AUU G**

**- U G A ACG AUAA^ GG**

**zma-miRn32 ACGGAGUGGUAGUGGAGGGUAUG**

**C .-AUAGa ga - -- AG UG UC .-AUGU UACUAAC G C .-GC| GA**

**AUGUC cg gugguaguggagggua ugC GCG GG AGG GA UCGAU AACCGC UAG GC--GUGAAAAAU CGC \**

**UACAG GC CACCGUCAUUUUCUAU ACG CGC CU UCC CU AGCUG UUGGCG GUC CG CAUUUUUUA GCG C**

**U \ ----- AC G UA CA GA UA \ ---- UAUUAUU - A \ \ --^ UU**

**zma-miRn33 UCGGACCAGGCUUCAUUCCCCG**

**U| UCU A C C ACG A- U UG**

**CAUG GUCG GGGGAAUGA GUC GGUCCGA AGCC CGGC GC C**

**GUAC CAGU ccccuuacu cgg ccaggcu UCGG GCCG CG U**

**G^ U-- g u a --- GC C CG**

**zma-miRn34a UUUGAAUGCACUAGAGCUGAU**

**UAA - - G A- ----- | G**

**GAGG G UGuuugaaugcacuagagcugauA UUAGU GCUAAA AUUAGU--UGGA A**

**UUCC C ACAAACUUACGUGAUCUCGAUUAU AAUCG CGAUUU UGAUCA ACCU C**

**UGA A A A AC UUUAA \ ^ A**

**zma-miRn34b UUUGAAUGCACUAGAGCUGAU**

**UAAGC a c G .-GGCUAAAAAAUU .-AAAUUA| AC**

**GGGUGuuugaaugcacu gag ugauA UUAGUU GCUAGUA GCUAGCUA \**

**CCCACAAACUUACGUGA CUC AUUAU AAUCGA CGAUUAU CGAUCGAU A**

**GAAUU C C G \ ------------ \ ------^ AA**

**zma-miRn34c UUUGAAUGCACUAGAGCUGAU**

**A AC-- AUA -| UA**

**GCUC UAUUAGCUCUA CAUUCAAACACUUC CU A**

**CGGG Auagucgagau guaaguuuGUGAGG GA U**

**A GAUC cac U^ UU**

**zma-miRn35 AUGCAGAACAAUUUACAGACG**

**-| C a g cg A AUUUCUCA GCA**

**UAG AUUCUU ugca aacaauuuacaga GAAAUG UUUGUACU GGU A**

**AUC UAAGAA ACGU UUGUUGAAUGUCU CUUUAC AAACGUGG CCA A**

**C^ A C G AG C ACUCUUUA ACC**

**zma-miRn36a UGUGGAUUAGGUGGGAUUGGA**

**40**

**- A a U-----------| C U CA**

**UCUUA UUCAuguggauu ggugggauugga GGAUUU AA CU A**

**AGGAU GGGUACACCUAA CUACCCUAACCU UCUAAA UU GA A**

**A A C UUUUUAAUACUU^ A - AC**

**zma-miRn36b UGUGGAUUAGGUGGGAUUGGA**

**- CAA a | UUU**

**UCU UCCAuguggauu ggugggauugga--CGGG \**

**AGG AGGUACACCUAA CUAUCCUAACUU GCCC A**

**A AC- C \ ^ UAA**

**zma-miRn36c UGUGGAUUAGGUGGGAUUGGA**

**- CAA a | UUU**

**UCU UCCAuguggauu ggugggauugga--UGGG \**

**AGG GGGUACACCUAA CUACCCUAACCU ACCC C**

**A AUA C \ ^ UAA**

**zma-miRn36d** **UGUGGAUUAGGUGGGAUUGGA**

**- CAA a U-| UCAAUCCUAAAUAA**

**UCU UCCAuguggauu ggugggauugga GAGUU \**

**AGG GGGUGCACCUAA CUACCCUAACCU UUUAA G**

**A AUA C UU^ UACUUUCUAAAACU**

**zma-miRn37a AGACUUAGGAACGGAGGGAGU**

**GAAAAUAA U .-AAGCAAAUU .-AAAAAUCU| GU**

**GUACUCCCUCCGUUCCUAAGUCUCCA CGUAU GGA--UUUAUUC CCAUC A**

**CAugagggaggcaaggauucagaGGU GCAUA CCU AAAUGAG GGUGG U**

**GAACACUA C \ --------- \ \ --------^ AU**

**zma-miRn37b AGACUUAGGAACGGAGGGAGU**

**UCUU U G U .-C G CA ACCA .-A| CAA CC**

**GUGA GUACUCCCUCCGUUCCUAAGUCUCCA CGUAU AGU AUCU CA GUG AGG GCGG AGGAGCG G**

**UAUU CAugagggaggcaaggauucagaGGU GCAUA UCG UAGA GU CAU UCC CGCU UUUUCGU A**

**CUUU - A U \ - G AG AA-- \ -^ CA- AU**

**zma-miRn38 UUUGAAUGCACUAGAACUAAUU**

**UU A a ac u UA AAAU .-AG| C AACAAAU**

**AG GGGUGuuugaaugc cuaga uaau GUUAGU GCUAAA GUUAGU AAUUAG UAGCC \**

**UC CCCACAAACUUACG GAUCU AUUA CAAUCA CGAUUU UAAUCA UUAAUU AUCGG A**

**AU C C CU U C- ---- \ --^ - CCAAUCA**

**zma-miRn39 UUUGGCAAAAUGGGUCGCUCUA**

**GG A UU UU**

**AGGGCGACCCAUUUUG CAAAU CUC \**

**ucucgcuggguaaaac guuuA GAG C**

**Aa g GG CC**

**zma-miRn40a AAGGAACCGCCAGUGGAAAUGCU**

**- GC -| a c au uC UU CUCU**

**CGGUUG UUaag ga ccgc aguggaa gc UUCCACUG GUGGCU U**

**GCCGAC AAUUC CU GGUG UCACCUU CG AAGGUGAC CGCCGA A**

**C UC U^ C A CU UA -- CUCA**

**zma-miRn40b AAGGAACCGCCAGUGGAAAUGCU**

**- GC -| a c au uC UU CUCU**

**CGGUUG UUaag ga ccgc aguggaa gc UUCCACUG GUGGCU U**

**GCCGAC AAUUC CU GGUG UCACCUU CG AAGGUGAC CGCCGA A**

**C UC U^ C A CU UA -- CUCA**

**zma-miRn40c AAGGAACCGCCAGUGGAAAUGCU**

**C U -- ---| a g AU U CUCUCU**

**GG UGG CUUa agga ccgccagug aaaugcu UUUCACU GCGG U**

**CC ACC GAGU UCCU GGCGGUCAU UUUACGA AAAGUGA CGCC A**

**A - AA AUA^ - G -- C AACACA**

**zma-miRn40d AAGGAACCGCCAGUGGAAAUGCU**

**C c AU----| UC CGG**

**GGUUGGCUUAaggaaccgccaguggaaaug uAUUUUCACUAGC CUU CAC U**

**UCGGCCGAAUUCCUUGGCGGUCACCUUUGU AUAAAGGUGAUCG GAA GUG G**

**C - CCAAGU^ UU UUG**

**zma-miRn41 ACAUUUUAAAUCUGGGACAUC**

**- c CAG AGC CACC-| G CC CCU**

**GCUCACGUGCacauuuuaaaucugggacau CAUC CAUCUAAC AG AAUU UAUAAAGAACUCCUUCCA UC C**

**CGAGUGCACGUGUAAAAUUUAGACUCUGUA GUAG GUAGGUUG UC UUAA AUGUUUUUUGAGGAGGGU AG C**

**A A AAA CCA CAAGA^ A -- UAC**

**zma-miRn42 UGAAGACUAAACGACGAGACA**

**AUA| a cg aAA C UUAAA CG AAGAA UACUU**

**ACAUAGAuga gacuaaacga agac UUUAUUAAG CUAA UCCA AUU AUGUG \**

**UGUGUCUAUU CUGAUUUGCU UCUG AGAUAAUUC GAUU GGGU UAA UACAC U**

**UAA^ C AU CUC A C---- AA GCGAG CACGA**

**zma-miRn43 AGUGAGACCCUGCAGAAGCUGC**

**G --| U GAU U- A CU**

**CUGCU GGUGU GCU UCUGC GGUUUUACUG AUUUG \**

**GGCGA CUACG cga agacg ccagagugaU UAGAC A**

**- GU^ U --- uc G AC**

**zma-miRn44 GUCUUAAACACUCGGCAAAG**

**GCCGA UCC UUCA | UCCGA**

**GUGUUUU UUGCCGAGUGUUU ACACUCGGUAAAG--UCUUUGCCGAGUG \**

**CGCAAga aacggcucacaaa ugUGAGCCGUUUC AGAAACGGCUCAU A**

**CUUAG --- uuc- \ ^ GAAAA**

**zma-miRn45 F1-m0365-3p UGCCUUGGUCGCACGGUUGCA**

**F1-m0365-5p CAACCGUGCAACUAAGACACA**

**UU a a U .-AGAUG| AAAAA**

**CCUAUUGGUGcaaccgugc acuaag cacaaGGAU GAGGUG ACAUUUUU U**

**GGAUAACCacguuggcacg ugguuc guGUUUCUA UUUUAC UGUAGGGG A**

**AU c c U \ -----^ GAUUU**

**zma-miRn46a UUGGAUUGGUUUAGAGUGGUUC**

**UAUAAA| g u ag UU GCA**

**ACAGuu gauuggu uag ugguucAAC GC \**

**UGUCAA CUGACCA GUC GCCAAGUUG CG U**

**UUUAUG^ G C CG U- AUG**

**zma-miRn46b UUGGAUUGGUUUAGAGUGGUUC**

**UAUAAA| g u ag UU GCA**

**ACAGuu gauuggu uag ugguucAAC GC \**

**UGUCAA CUGACCA GUC GCCAAGUUG CG C**

**UUUAUG^ G C CG U- AUG**

**zma-miRn46c UUGGAUUGGUUUAGAGUGGUUC**

**UAUAAA| g u ag UU GCA**

**ACAGuu gauuggu uag ugguucAAC GC \**

**UGUCAA CUGACCA GUC GCCAAGUUG CG C**

**UUUAUG^ G C CG U- AUG**

**zma-miRn46d** **UUGGAUUGGUUUAGAGUGGUUC**

**UUUAAA g u ag --| G**

**ACAGuu gauuggu uag ugguucAAC UUGC C**

**UGUCAA CUGACCA GUC GCCAAGUUG GAUG A**

**UCUAUG G C CG UU^ C**

**zma-miRn47 GCUGGAAACGAGUCGAGCCGAG**

**CG .-A| gc aa U**

**CAAGU GG ugga cgagucgagccgagC \**

**GUUCG CC ACCU GCUCGGCUUGGCUCG C**

**CG \ -^ UU -- A**

**zma-miRn48a AUAUACUAUUAUGACCUCUAA**

**- A A A U UUCAU C C C UG | CAG G**

**CU UUUAC CauauacuauuaugaccucuaaACGA ACAGUA AUA UAAAGAAUGG UACUGAUAG AAC CG CGC--CCGCGCAUG GCACGCGU U**

**GA AAAUG GUAUAUGAUAAUACUGGAGAUUUGCU UGUCAU UAU AUUUUUUAUC AUGACUAUC UUG GU GCG GGUGUGUAC CGUGCGCG G**

**C G C G - ----- A A U GU \ ^ UA- U**

**zma-miRn48b AUAUACUAUUAUGACCUCUAA**

**- C C .-AUAUAAAAAAUA .-ACACACGCA| C**

**CU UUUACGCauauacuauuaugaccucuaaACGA ACAGUA GUUACUGAUAGUAAC GG C**

**GA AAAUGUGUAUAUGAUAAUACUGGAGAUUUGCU UGUCAU CGAUGACUAUCGUUG CC A**

**C U U \ ------------ \ ---------^ G**

**zma-miRn49a UUUCAAAGUUCGUGGACCUAA**

**UGA U C- U A C G C .-UAUCCCUAAACU| AA**

**GUGUCACUUA GUCCAC ACUUUGAAAAC CAUUUC GGGUC CUGAACU GUUAAGUGGUG ACUGCA UGUA A**

**UACAGUGaau caggug ugaaacuuuUG GUAAAG UCCAG GAUUUGA CAAUUCACCAC UGGCGU ACGU U**

**UCC c cu U A A A C \ ------------^ GA**

**zma-miRn49b UUUCAAAGUUCGUGGACCUAA**

**UCAA UGCCACUU - U C C A .-ACACUUCAC AAA-| U**

**GGGU GGUUCAUGAACUUUGAAAACA AUUUCU GUC UUAAA UUGUUAAGUG UGUACC UAGACUUGUA CAG G**

**UCCA ccaggugcuugaaacuuuUGU UAAAGA CAG GAUUU AACAAUUCAC ACGUGG AUCUGGGCGU GUC C**

**UCAA CUaau--- G U U A C \ --------- CGCC^ A**

**zma-miRn49c UUUCAAAGUUCGUGGACCUAA**

**AAGA C A ----- C .-A - GUAU G**

**AUG CACUUAGGUCCACGAACUUUGAAA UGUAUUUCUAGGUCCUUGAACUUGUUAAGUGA CACAC UC GUG GUCG GGUCCA A**

**UAC GUGaauccaggugcuugaaacuuu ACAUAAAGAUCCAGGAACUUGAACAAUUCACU GUGUG AG CAC UAGC CCAGGU A**

**CCC- A C AUAUG U \ - G AU-- A**

**zma-miRn50 UUCAAAGUUCAUGGACCUAAU**

**A| C C C U C U AU A CCCUAAACUU CACAU AU**

**AGGGAUG CA UUAGGUCUA GAACUUUGAAAAUGU UUUCUAGGCC UUGAACUUGU AAGUG GUACAU CAU GUAU GUCC \**

**UCCCUAC GU aauccaggu cuugaaacuuUUAUA AAAGAUCCGG AACUUGAACA UUCAC CGUGUA GUA CAUA CAGG U**

**-^ A u a U A U -- - UCACCAGC-- C---- UU**

**zma-miRn51 UUCUGGAGGGGAUUUGAGUUU**

**G| U U AG GC**

**GCUAGUUUGGAAACUCAAAUCCCUUCCGG AUUGGAGG GAUUGAGGGG AAU A**

**CGAUCAAACCuuugaguuuaggggagguc uAAUCUCC CUAACUCCUU UUA A**

**-^ u U CU AU**

**zma-miRn52 AUCGAAUGAGAUUGGGGGGAU**

**- C uga -| UC U A**

**UUGUG CUGGaucgaa gauugg ggggauUAAAUCU UUCUA UCA U**

**AAUGC GACCUAGCUU CUAACC CCUCUAAUUUAGA AGGAU AGU U**

**C A CCC U^ GA C U**

**zma-miRn53 CAAGCAAACUCAUCAACCUCAA**

**UG| CAA U U GG GCAAA U UGA**

**UGGAUGAC UGAGGUUG UGA GU GU GGUGG GGG C**

**ACCUACUG acuccaac acu ca cg UCACC UCU A**

**GA^ a-- u - aa aac-- - UGA**

**zma-miRn54 UAAGGCUUAUUUCCGUCGGUU**

**CGU| C G UA**

**CGGC AG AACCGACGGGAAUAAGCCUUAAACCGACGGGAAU \**

**GCCG UU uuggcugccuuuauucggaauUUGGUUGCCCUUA C**

**CU-^ A G UU**

**zma-miRn55 AAUUCAUAUGGAUUGAGGUA**

**U A AU-| AG AA UACAGAUU AGAGA - A**

**UGUUCG UU UUUCAAUCCAUAU AUUGG GGGAUUGA GGG UUUUGA CUU C**

**ACAAGU AA ggaguuagguaua uaaUU CCCUAACU CCC AAAAUU GAG U**

**- C Gau^ cu CC -------- ----- A A**

**zma-miRn56 UGAAGUGGAUUAGAGGGGCUA**

**G| A a u a c G CC A**

**CAAGGGAA ug ag ggauu gagggg uaAAAUC CCUU UAUUCA U**

**GUUCCCUU AC UC CUUAA CUCCCC AUUUUAG GGAA AUAAGU U**

**G^ - C C C A G CA U**

**zma-miRn57a UUUGACCAAGUUUGUAGAAAA**

**- AC ug CC - .-GAAAUUG| C AC**

**CUUCUCUA uuugaccaaguu uagaaaaAUAUAUUU AUCUAAGAUA CAAA CACUAU AAG \**

**GAAGAGAU AAACUGGUUUAA AUCUUUUUAUGUGGA UAGAUUUUGU GUUU GUGGUA UUC A**

**U AC GU UU A \ -------^ C AU**

**zma-miRn57b** **UUUGACCAAGUUUGUAGAAAA**

**CUUC C u aG C | AAAUAAAUUGCA A CA**

**UCUAA uuugaccaaguu guagaaa UACAUUAG AUCUA--UGAAAC CUAUCA GA U**

**AGAUU AAACUGGUUUAA UAUCUUU AUGUGGUU UGGAU ACUUUG GGUGGU CU A**

**GUAA C U CU U \ ^ GUACUGAUAUA- A UU**

**zma-miRn58a UGAGGGAGUGUUAGAGGGUCAG**

**UAG| U g g gg UUAUA C U**

**UAGCA Uugag gaguguua ag ucag CUU GUUGA \**

**AUCGU AAUUC UUCACAGU UC AGUC GAA CAAUU U**

**AGA^ U G - A- ----- A U**

**zma-miRn58b UGAGGGAGUGUUAGAGGGUCAG**

**CAA| U g a gg AUA C UU**

**UAGCA Uugag gaguguu gag ucag UA UUAG G**

**AUCGU AAUUC UUCACAG CUC AGUC AU AAUU A**

**AGA^ U G - A- GAG - UU**

**zma-miRn59a CCGGAGGGAUUGGAGGGGCUA**

**-| A AA c AUCCCAUUC**

**AGCC CAA ccggagggauuggagggg uaAA \**

**UCGG GUU GGCCUCCCUAAUCUCCCC AUUU U**

**C^ - CC - AAAACUUAU**

**zma-miRn59b CCGGAGGGAUUGGAGGGGCUA**

**- G A - g CC UGGC CA U U - .-CCAAAC| UCUU**

**AGCUA AAA ccgga gggauuggagg gcuaGAAUC CCUUCUUAUUUG CUC GA UUG GGC UC UAGC A**

**UCGGU UUU GGCCU CCCUAACUUCC CGAUCUUAG GGAAGAAUAAGU GAG CU AGC CCG AG GUCG U**

**C G A C A A- UAAA A- - - U \ ------^ UUGG**

**zma-miRn59c** **CCGGAGGGAUUGGAGGGGCUA**

**A .-AAAU au-| A**

**GUCC Accggaggg uggaggggcuaAAAUCCCCUCCUUAUUCA A**

**CAGG UGGCCUCCC ACUUCCCCGAUUUUAGGGGAGGAAUAAGU A**

**A \ ---- CUU^ U**

**zma-miRn60 CAAGAUCUAUGGCACCGACCC**

**G CA A G-| A CCG**

**CAAGUCCCAGGGGUCGG CCAUAGAUCUU GCGCCGACCCUCU GAC GCG A**

**GUUCAGGGUCcccagcc gguaucuagaa CGUGGCUGGGGGG CUG CGC A**

**- ac c AA^ C UCC**

**zma-miRn61a GCUUAUUUUCGGCGGCGUCUG**

**CGGAUUU CCA CA A**

**UUUUGGCGGCCAG CCGCCGAAAAUAAGCC UUUGCCGCCGAAAAUA \**

**AAAGCCGCCGguc ggcggcuuuuauucgg AAACGGCGGCUUUUAU C**

**------- ugc A- U**

**zma-miRn61b GCUUAUUUUCGGCGGCGUCUG**

**U| A A C A A**

**UUUUGGC GCCAGACGCCGCCGAAAAUAA CU UUUGCC CCGAAAAUA \**

**AAAACCG CGgucugcggcggcuuuuauu gG AAACGG GGCUUUUAU G**

**-^ C c U C C**

**zma-miRn62a UGGACAAGAUUUGAUGUUAGC**

**G A U A C C A AAC .-A| CGAUGUG UCUAU**

How the deposited data were processed for this re-analysis (not part of the article)

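The data are small RNA reads of embryos from maize seeds imbibed for 24 hours at 25°C, in 2 libraries labelled F1 and P1 of 1 condition. The paper describes a second library made from the same tissue and its text does not say which label is the first or the second library, so the labels are used as names. The authors deposited, for each library, counts of reads for distinct tags with no normalization. According to the paper, the authors removed low quality and adapter sequences, kept 18 to 30 nt, deposited the filtered data, and aligned the reads to B73 RefGen_v2 with SOAP. The lists are labelled as aligned, and the paper does not say whether tags without a genome match were left out. Each list holds 65536 tags sorted by reads, with a lowest count of 11 reads in F1 and 12 in P1. The listed reads sum to 4563103 in F1 and 4486742 in P1. These sums are the reads of a top list and not the depth of the libraries.

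Mature sequences, miRNA* sequences and reads reported by the paper were read from Additional files 2, 3 and 4, with U written as T. A miRNA was given the reads of the tag that equals its mature sequence. For conserved miRNAs the Methods of the paper ask for a perfect match of mature and precursor sequences in one place and allow a maximum of 2 mismatches, gaps included, in another. The paper does not say which of these its number of tags rests on. An exact match was fixed before the data were examined, and a match within 2 edits was run only as an alternative chosen after seeing the data. Families were formed by the number in the miRNA name. A tag that belongs to several members of a family was counted once. Shares have 95% Wilson intervals, which cover counting error only. A mean and SD over 2 libraries were given where both had a value.

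The reads of the mature sequences of Additional file 4 were compared between the libraries by an exact two-sided binomial test with Benjamini-Hochberg adjustment and a threshold of 0.05. With 1 library against 1 library this test allows for counting error alone. The test was checked on simulated data with counting error alone, in which 200 of 2000 tags were changed by a factor of 2 at a library factor of 0.9. The library factor was recovered as 0.9. Of the changed tags 42.0% were called, and 98.1% of those with 100 reads or more. Of the calls, 3.45% were unchanged tags. Correlations used 100000 permutations. Python 3.11.15, numpy 2.4.6, scipy 1.17.1, edlib 1.3.9 and matplotlib 3.10.9 were used.

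The tests, the alternatives and the rule for the sequences named in the text were fixed before the data were examined, except for 12 alternatives added after seeing the data and the tests of the flagged and additional observations, all chosen after their results were seen. The rule names every miRNA that the paper names in its text and that has reads in the lists, the miRNAs of Additional file 4 with a miRNA*, the 5 sequences of that file with the most reads and the 5 with the smallest adjusted p. Sequences outside the rule were chosen after their values were seen. These are the families miR168, miR390, miR396 and miR399, members that the paper does not name of families that it does (such as zma-miR156k, zma-miR164e, zma-miR166l and zma-miR167e), the longer or shorter tags beside a mature sequence, the miRNA* tags of conserved miRNAs, zma-miRn19, zma-miRn33, zma-miRn37, zma-miRn43 and zma-miRn74, and tags outside the lists of the paper.

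Several planned results needed hairpins, folding energies or genome positions, which the tag lists do not hold. The number of candidate hairpins, the minimal folding free energy index, the hairpins shared between the libraries, precursor length, folding energy, A+U content, processing precision and the 24-nt share of hairpin reads were not analysed here. The miRNAs of Additional file 4 were matched by mature sequence alone, in place of mature sequence and coordinates. No genome was used.

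A list of 30 mammalian miRNA sequences was written from general knowledge, without a database, and all 30 had been looked up in the lists before the test was set. The first 20 bases of each were compared with the tags. A first run compared 18 bases, which cannot separate let-7a from let-7c, and the length was changed after that run. The number of matched sequences was 6 in both runs. The result is given with the flagged results of the closing section.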

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

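All tests in this part were chosen after the results were seen. The values below concern tags that the paper does not discuss. No control library was sequenced, so no background was measured, and the tags of the first pair of paragraphs were picked for having the most reads.

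The tag with the most reads outside the lists of the paper was GACACGACTCTCGGCAACGG, with 50769 reads in F1 and 54830 in P1. It shares no stretch of 14 bases with a mature sequence in Additional files 2, 3 or 4. The paper gives reads of noncoding RNA classes but discusses no such tag. The source of the tag was not tested, since no genome or noncoding RNA set was used, and no biological explanation was tested.

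Among 21- and 22-nt tags outside those lists, GGGGATGTAGCTCAGATGGTA had the most reads, 25231 in F1 and 28507 in P1. It was read about as often as zma-miR164e and zma-miR167a in F1, which had 25019 and 26479 reads. In P1 it had more reads than both, which had 20381 and 22165 reads. Its source was not tested either.

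F1 held 9 tags that begin with the first 20 bases of a mammalian miRNA, with 464 reads in all, or 0.0102% of its listed reads. They matched 6 of the 30 mammalian miRNAs on the list, namely let-7a, let-7b, let-7c, let-7f, miR-21 and miR-378a, and the highest had 126 reads. All 30 sequences had been looked up in the lists before this test was set. Of 30000 shuffled versions of these sequences none matched a tag. None of the 9 tags was listed in P1, although F1 tags with the same numbers of reads would give 8.17 tags in P1, and the chance that none is listed was 4.59e-16 if the tags are listed independently of each other, which was not tested. A maize RNA of the same sequence present in both libraries is argued against by this value. All 9 tags end in the bases ATC, against 1.19% of all F1 tags. A candidate explanation is reads from another organism. The 6 matches prompted this explanation and so cannot test it, and it stays open. The design gives no biological explanation to test.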

How the results depend on the processing

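The alternatives described as chosen after seeing the data were chosen only after the results were seen, and so were the settings that leave out one replicate for the tag lengths and the conserved miRNAs. The number of sequences of Additional file 4 with an adjusted p under 0.05 between the libraries was 3 in the main setting, under the size factor from the total of the listed reads and under the size factor from the summed reads of the shared sequences, and the same 3 sequences were called (zma-miRn14, zma-miRn25 and zma-miRn75). A minimum of 10 reads summed over the libraries removed no sequence and so tested nothing. In 2 alternatives chosen after seeing the data, the count was 3 when sequences listed in 1 library were included at the list limit of the other, and 7 with tags within 2 nt of both ends of the mature sequence, of which 3 were higher in P1. In the latter, zma-miRn33 takes in the tag of zma-miR166a, with 263930 reads in F1, and the size factor was 0.859. In 2 further alternatives chosen after seeing the data, the spread between the libraries took the place of counting noise alone. The count was 0 with the counting noise scaled by the chi-square per degree of freedom over shared tags (smallest adjusted p 0.454, 3 sequences at an unadjusted p under 0.05). It was 0 as well with the spread of shared tags of similar summed reads (smallest adjusted p 0.965, 0 sequences at an unadjusted p under 0.05). The 3 calls thus depend on counting error being the only noise. In both of these settings the shared tags were not matched for length, and the ratio of P1 to F1 reads changed with length. The spread among tags of the same length can be smaller and was not tested. Spearman's rho was 0.850 under both pseudocounts, as ranks do not depend on them, and 0.894 with tags within 2 nt of both ends. Over the 32 sequences with fewer than 50 reads in both libraries it was 0.708 (permutation p = 2e-05).

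The 24-nt share of the listed reads, a mean of 14.8%, was 33.1% when each distinct tag was counted once, and the cause was not tested. A minimum of 2 reads removed no tag. With tags of at least 13 reads in each library, chosen after seeing the data, it was 13.0%. Across the 2 settings that each left out one replicate it ran from 13.4% to 16.3%. The mean reads on conserved miRNAs, 867392 by exact match, were 959859 with tags within 2 nt of both ends, and 977088 with tags within 2 edits, chosen after seeing the data. They ran from 807307 to 927477 across the settings that each left out one replicate. The ratio of miR156 to miR166 reads was 1.43 by exact match, 1.37 within 2 nt and 1.34 within 2 edits, with each tag counted once. It was reversed, at 0.686, when tags within 2 nt of both ends were summed over the mature sequences, an alternative chosen after seeing the data. In it a tag near several mature sequences is counted several times. The share of sequences of Additional file 4 with fewer than 50 reads was 89.7% by distinct sequences and 88.6% by loci, and 89.7% in each library alone. The miRNA* share of zma-miRn14 was 4.19% by exact match and 5.65% with tags within 2 nt of both ends, and ran from 3.31% to 5.08% across the settings that each left out one replicate. The other values were the length classes of 20 to 23 nt, the families miR156, miR166 and miR528, and the miR156 to miR166 ratio. Over these, 16 of the alternatives moved a value by more than the spread between the libraries, 1 reversed the ratio and 7 did neither. The settings that each left out one replicate are not in these counts. With 2 libraries, leaving 1 out cannot move a mean by more than the SD, so they tested nothing in this respect. Of these 7, 4 were the minimum of 2 reads, which removes no tag. The spread is the SD and rests on 2 libraries. The cause of each move was not tested.

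The alternatives that need hairpins, folding energies, precursors or coordinates were not run, because the tag lists hold none of them. No paired analysis was possible because the libraries are of 1 condition and no groups are compared. The end of the lists limits the results on rare miRNAs, as tags with fewer than 11 reads in F1 or 12 in P1 were not listed.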

Differences from the paper's values

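The differences between the settings were looked at after the results were seen. The paper gives 300478 reads as the upper end of the range in miR166, which Additional file 2 lists for zma-miR166b. Its text also gives a slightly higher number, 300503 reads, for zma-miR166a. The exact mature sequence of zma-miR166b had 7907 reads in F1 and 6750 in P1. Tags within 2 nt of both ends, set before the data were examined, gave 301449 and 255451 reads, which closes the gap.

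The paper gives 431 distinct tags that match known maize miRNAs, against 28 exact matches in F1 and 27 in P1. Tags within 2 nt of both ends, set before the data were examined, numbered 135 and 124, which in these lists did not close the gap. Tags within 2 edits of a mature sequence numbered 371 and 335, within a factor of 1.5, and this alternative was chosen after seeing the values. The paper counted tags of its whole library without singletons, whereas the lists hold only the most abundant tags. Each of these counts can be higher in a full library, so they cannot tell which matching the paper used. The Methods of the paper give both a perfect match and a limit of 2 mismatches for conserved miRNAs.

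The paper shows about 750000 reads for miR166 (Fig. 2, read by eye), against 268299 in F1 and 226783 in P1 by exact match. Within 2 nt of both ends the values were 307328 and 261206. With tags within 2 edits, an alternative chosen after seeing the values, they were 316258 and 270982. These settings did not close the gap. Counting tags within 2 nt of both ends again for each mature sequence that they lie near gave 611703 and 519788 reads, within a factor of 1.5 in both libraries, and this setting was chosen after seeing the values.

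Additional file 4 gives 867 reads for zma-miRn75, whereas its mature sequence had 435 reads in F1 and 318 in P1. It gives 308 reads for zma-miRn25, whereas its mature sequence had 198 reads in F1 and 126 in P1. No alternative set before the data were examined could be run for these reads. Tags within 2 nt of both ends, chosen after seeing the data, changed this. By these, zma-miRn75 had 692 and 479 reads and zma-miRn25 had 392 and 227 reads, so that zma-miRn75 in F1 and zma-miRn25 in both libraries came within a factor of 1.5 of the paper's values.

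The paper ranks miR166 above miR156, but miR156 had the higher number of reads in both libraries, with a ratio of 1.39 in F1 and 1.46 in P1 when each tag is counted once. With tags within 2 nt of both ends counted again for each mature sequence, chosen after seeing the values, the ratio was 0.677 and 0.695, the order that the paper gives. The paper reports that the profiles of its new miRNAs were alike in both libraries, and names no test. The binomial test, which allows for counting error alone, gave 3 of 40 sequences with an adjusted p under 0.05. With the counting noise scaled to the spread between the libraries, or with the spread of shared tags of similar reads in its place, 0 of 40 passed. Both alternatives were chosen after seeing the values, and neither matched the shared tags for length. The paper ranks 24-nt tags as the largest class of its library, while in the lists, which hold only the most abundant tags, the largest class by reads was 22 nt, with 36.1% in F1 and 34.4% in P1. The paper states that the seed regions of 5 tags are identical to those of their homologs, of which t0448353 and t0511822 did not have the same nucleotides 2 to 8 by their own positions, and t0511822 did not in the alignment either.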

Other observations

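All tests in this part were chosen after the results were seen.

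Tags of 23 nt and more had relatively more reads in P1 than in F1. The median log2 ratio of P1 to F1 reads over the shared tags was -0.12 at 18 nt, -0.05 at 19 nt, -0.02 at 20 nt, -0.09 at 21 nt, -0.07 at 22 nt, 0.05 at 23 nt, 0.12 at 24 nt, 0.32 at 25 nt, 0.67 at 26 nt and 0.90 at 27 nt. It thus did not rise steadily below 23 nt. Among tags with the same first 18 bases, 9199 pairs of neighbouring lengths were compared. A tag can be in more than 1 pair, so the pairs are not fully independent. The longer tag had the higher ratio in 55.2% of the pairs (95% Wilson interval 54.2% to 56.2%), and the median step in log2 ratio was 0.058 per added base (bootstrap interval 0.048 to 0.070). The step was small below 24 nt, at 0.05 over 8486 pairs with 54.3% rising, and larger from 24 nt upwards, at 0.22 over 713 pairs with 66.5% rising. Different RNA species in the samples alone would give a median step of 0 within such pairs, and these values argue against that as the whole cause. A difference in size selection or in RNA integrity between the libraries may account for part of the trend, and these were not separated. No biological explanation was tested. The difference between the libraries in the 24-nt share lies in the same direction.

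The tag t0004555, which differs from the miR156 tag by the substitution C4T (positions counted from 1 at the 5′ end), had 0.0322% of the reads of that tag in F1. Of the 60 possible single substitutions of the miR156 tag, 59 were listed in F1, with a median of 51 reads, and 6 had more reads than C4T. The 12 other C-to-T variants of the miR156, miR166 and miR528 tags that are not themselves known mature sequences had shares from 0.0290% to 0.372%. The share of C4T lies near the bottom of this range, which is consistent with sequencing or PCR errors of the abundant tag. A separate maize locus is not excluded, as no genome was used, and stays open. No biological explanation was tested.

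On the miRNA* side of zma-miR397b, the tag TCACCAGCGCTGCACTCAATT had 10402 reads in F1 and 9939 in P1, against 268 and 296 reads of the mature sequence. That is 38.8 and 33.6 times as many. Beside zma-miR167h, the tag AGATCATGTTGCAGCTTCACT had 3445 reads in F1 and 1729 in P1, while the mature sequence had 2900 and 2154. By these single tags it made up 54.3% of the pair in F1 (95% Wilson interval 53.1% to 55.5%) and 44.5% in P1 (95% Wilson interval 43.0% to 46.1%). The mature sequence of zma-miR167h is shared by zma-miR167e to zma-miR167j, so the share for zma-miR167h alone cannot be told from the tags. That of zma-miR397b is shared with zma-miR397a. With tags within 2 nt of both ends of both sequences, the share of the tag beside zma-miR167h was 42.4% in F1 and 32.1% in P1. It was thus under the shared mature sequence in both libraries. Without the tags that also lie near zma-miR167a it was 47.6% and 37.2%. For zma-miR397b and zma-miR827 the shares moved less with tags within 2 nt of both ends. They were 96.6% and 96.3% for zma-miR397b, and 31.7% and 43.8% for zma-miR827, where the tag TTTTGTTGGTGGTCATTTAACC alone gave 30.3% and 42.5%. The 3 pairs were picked because of their values. The differences between the libraries were not tested against more than counting error, and no biological explanation was tested.

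The mature sequence that Additional file 4 gives for zma-miRn74, TAACTAGCCGTCGGAGAATAAG, was not listed in either library, although the file gives 503 reads for it, the same number as for zma-miRn14. The sequences of zma-miRn74 and zma-miRn14 are 1 edit apart. Of the 10 sequences in Additional file 3, 3 are also in Additional file 4, as zma-miRn21, zma-miRn33 and zma-miRn37. The sequence of zma-miRn33 is 1 edit from that of zma-miR166a, and that of zma-miRn19 is 1 edit from the miRNA* of zma-miR166b. In all, 15 sequences that were not listed in F1 have more than 11 reads in Additional file 4.

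The first base differed with length. Of the distinct 24-nt tags, 63.3% in F1 and 59.3% in P1 began with A, whereas 53.3% and 52.4% of the 21-nt tags and 50.3% and 50.2% of the 22-nt tags began with T.

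The tag GCGACCCCAGGTCAGTCGGGACTA of 24 nt had 10102 reads in F1 and 22961 in P1.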
